# PRC2 promotes canalisation during endodermal differentiation

**DOI:** 10.1371/journal.pgen.1011584

**Published:** 2025-01-30

**Authors:** Jurriaan Jochem Hölzenspies, Dipta Sengupta, Wendy Anne Bickmore, Joshua Mark Brickman, Robert Scott Illingworth

## Abstract

The genetic circuitry that encodes the developmental programme of mammals is regulated by transcription factors and chromatin modifiers. During early gestation, the three embryonic germ layers are established in a process termed gastrulation. The impact of deleterious mutations in chromatin modifiers such as the polycomb proteins manifests during gastrulation, leading to early developmental failure and lethality in mouse models. Embryonic stem cells have provided key insights into the molecular function of polycomb proteins, but it is impossible to fully appreciate the role of these epigenetic factors in development, or how development is perturbed due to their deficiency, in the steady-state. To address this, we have employed a tractable embryonic stem cell differentiation system to model primitive streak formation and early gastrulation. Using this approach, we find that loss of the repressive polycomb mark H3K27me3 is delayed relative to transcriptional activation, indicating a subordinate rather than instructive role in gene repression. Despite this, chemical inhibition of polycomb enhanced endodermal differentiation efficiency, but did so at the cost of lineage fidelity. These findings highlight the importance of the polycomb system in stabilising the developmental transcriptional response and, in so doing, in shoring up cellular specification.

## Author summary

Embryogenesis requires a tightly coordinated programme of cellular expansion and specialisation to gives rise to all of the cell- and tissue-types of the developing organism. In mammals this is controlled, in part, by chromatin modifications that help to establish the underlying gene expression patterns. However, limited numbers of cells make it hard to study these mechanisms directly in embryos. To overcome this, we employed a defined cell-differentiation system to experimentally model early embryonic development. Using this, in combination with pharmacological and genetic approaches, we identified DNA sequences with the potential to act as control switches at developmentally regulated genes. Surprisingly, we did not detect any loss of the polycomb-associated chromatin mark H3K27me3, despite evident transcriptional activation within the pool of cells. However, blocking deposition of this mark enhanced differentiation, but also led to reduced developmental fidelity due to increased production of inappropriate cell types. This demonstrated that, although acting as a secondary layer of gene regulation, polycomb marks are essential to stabilise developmental gene expression patterns and shore up cellular specification.

## Introduction

All vertebrates undergo a complex morphogenetic process known as gastrulation, in which embryonic differentiation is orchestrated in the midst of tissue rearrangements. As a result of this complex set of cell movements, the embryonic axes are specified and cells become exposed to rapidly changing signaling regimes. In mammals, cells will migrate through a transient embryonic region rich in signaling, the primitive streak (PS), and emerge as endoderm and mesoderm. This fast-moving phase of development is controlled by the convergence of these signalling pathways on a network of transcription factors (TFs). However, the dynamic nature of gastrulation and the number of diverse signaling pathways that require rapid response, necessitates an additional layer of regulation at the level of chromatin to restrict or promote transcription. This ‘epigenetic’ information operates as a molecular rheostat to ensure the appropriate response to developmental cues in order that the rapid inductive events occurring at this stage produce the precise set of cell types required for later development.

Polycomb group (PcG) proteins are paradigmatic developmental epigenetic repressors. PcGs combine to form functionally distinct complexes; principle amongst which are polycomb repressive complex one and two (PRC1 and 2). PRC1 can ubiquitylate chromatin on histone H2A on lysine 119 (H2AK119ub) through the action of its E3-ubiquitin ligase, RING1A or B [1,2]. Canonical PRC1 (cPRC1) also contains CBX and PHC subunits which bestow the capacity to shape chromatin architecture both locally and at a genome-wide scale [3–10]. PRC2 methylates histone H3 on lysine 27 (H3K27me1/2/3) via its histone methyltransferase (HMTase) subunit EZH1 or 2 [11–14]. The two PRCs have reciprocal affinity for the histone mark deposited by the other, and so co-operate to reinforce their recruitment onto chromatin [11,15–19].

Mutations that disrupt either PRC1 or 2 lead to developmental failure between implantation and gastrulation. Loss of RING1B (PRC1) leads to variable impairment and delayed development between embryonic days E6.5 –E8.5 in the mouse, with no embryos reaching the WT equivalent of the headfold stage (~E7.75) [20]. Embryos lacking either EED or EZH2 (PRC2) arrest at peri-implantation or during gastrulation [21,22]. In each case, abnormal anterior-posterior patterning is evident across the PS, with excess accumulation of presumptive extraembryonic mesoderm at the posterior end and a reciprocal depletion of embryonic mesoderm at the anterior [20–24]. Single cell RNA-seq (scRNA-seq) analysis of embryos deficient for EED identified enhanced production of posterior structures at the expense of those at the anterior end of the PS [25].

In mammals, gastrulation begins following the maturation of the epiblast from the inner cell mass (ICM) of the blastocyst [26–29]. Ex vivo culture of the ICM can be used to produce immortal cell lines with the capacity to differentiate into all the future lineages of the embryo and are therefore referred to as pluripotent. These cell lines can be differentiated, in the absence of morphogenetic movements and in a defined platform through a primitive streak like stage to generate definitive and anterior definitive endoderm (DE and ADE respectively). This model circumvents the small cell numbers (~15,000 cells by the end of gastrulation) and highly heterogeneous nature of embryonic differentiation, to enable the purification of relatively homogeneous populations representing different stages of embryonic differentiation on adherent substrates. [30–32] (**Fig 1A** and **1B**). We leverage this system in combination with genome-wide chromatin and transcriptional profiling and chemical-genetic approaches to investigate the interplay and dynamics of chromatin-based gene regulation during the epiblast to mesendoderm transition. While levels of the ‘active’ mark H3K4me3 are tightly correlated with transcriptional changes during differentiation, changes in levels of PRC2-mediated H3K27me3 are delayed relative to transcription. Acute inhibition of PRC2 activity enhanced endodermal differentiation but also resulted in the expression of lineage inappropriate genes. These findings highlight the importance of the polycomb system in stabilising appropriate transcriptional responses during embryogenesis and supporting Conrad Waddington’s valleys [33]; the molecular canalisation that guides directional lineage specification.

**Fig 1:**
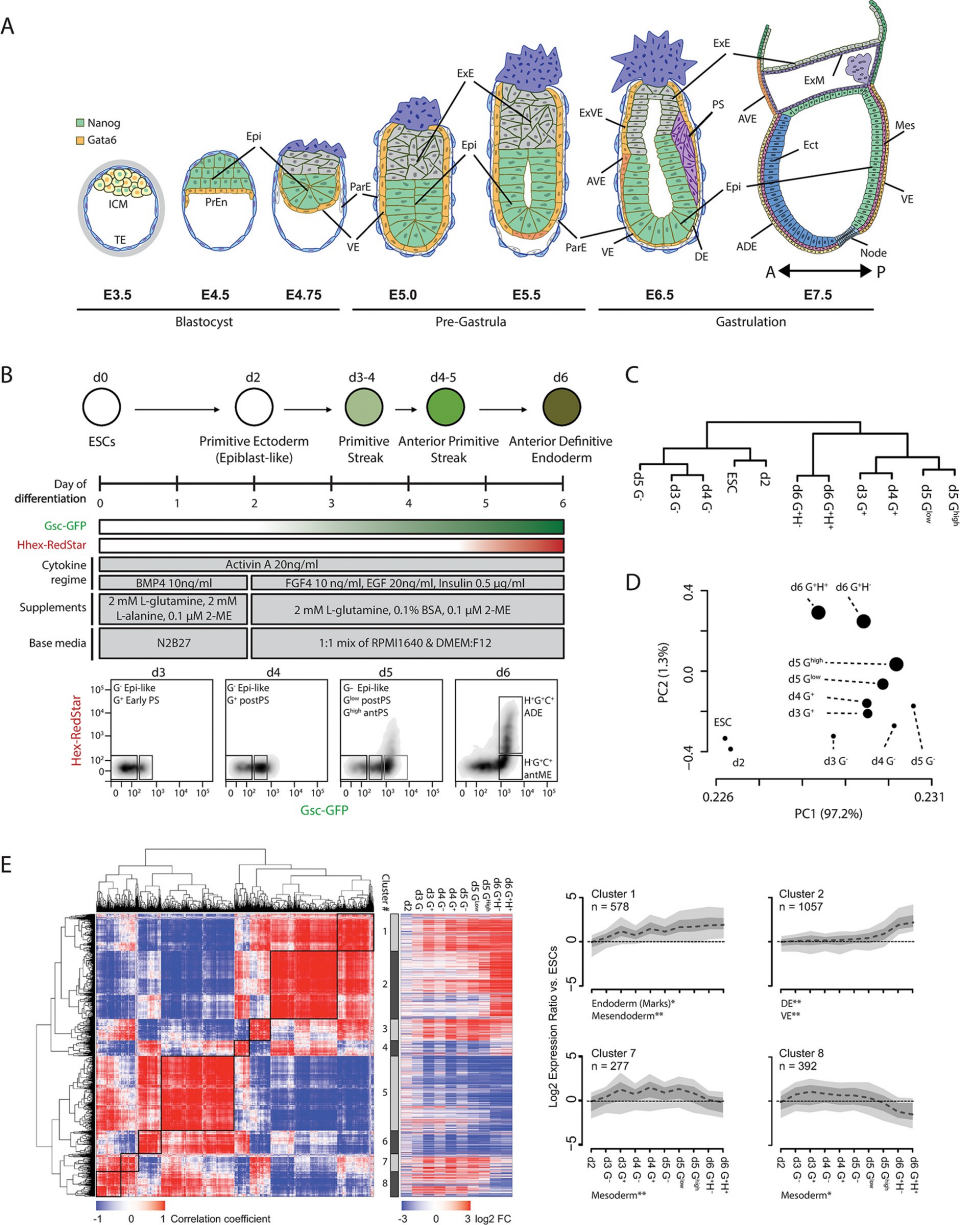
Endoderm differentiation as an *in vitro* model of mouse gastrulation. **A**) Schematic depicting murine blastocyst to gastrula stage embryonic development. Mutually exclusive expression of the pluripotency factor NANOG and the endoderm marker GATA6 are coloured as shown (top left). A-P denotes the anterior—posterior orientation of the embryo. Embryonic days (E) are shown relative to the gross developmental stage. Epi—Epiblast, PrEn—Primitive Endoderm, VE—Visceral Endoderm, ExE—Extraembryonic Ectoderm, ExVE—Extraembryonic Visceral Endoderm, AVE—Anterior Visceral Endoderm, DE—Definitive Endoderm, PS—Primitive Streak, ADE—Anterior Definitive Endoderm, Mes–Mesoderm and Ect–Ectoderm. **B**) Differentiation scheme indicating the in vivo developmental counterparts at different days of ADE relative to GSC and HHEX reporter expression (upper panel). The media, supplement and cytokine regimen utilised throughout the ADE differentiation (middle panel). FACS profiles and gating based on the expression of the GSC-GFP (x-axis) and HHEX-RedStar (y-axis) at ADE d3-6 (lower panel; in vivo developmental counterparts of each sorted population noted). Epi-like—epiblast-like, Early PS—early primitive streak, postPS–posterior primitive streak, antPS–anterior primitive streak, antME–anterior mesendoderm and ADE–anterior definitive endoderm. **C**) Dendrogram depicting the hierarchical relationship between ESCs and ADE populations based on gene expression clustering (includes ESCs, unsorted d2 ADE and the FACS sorted ADE populations gated as in **B**. **D**) Scatter plot showing principal components 1 and 2 of PCA analysis performed on the same gene expression data samples as in **C** (circle size represents the level of GSC expression based on the FACS gating shown in **B.** The percentage variance attributed to each principal component (PC) is shown in the axis labels. **E**) Left; heatmap depicting the pairwise correlation scores for all genes differentially expressed during ADE differentiation (n = 3878 RefSeq genes). Genes are arranged based on hierarchical clustering as denoted by the dendrogram plots. Boxed regions indicate the eight clustered gene subsets that show similar expression profiles during the differentiation. Middle; heatmap showing gene expression changes (log_2_ ADE/ESC) corresponding to the eight gene clusters. Right; aggregate gene expression profile of the genes in clusters 1, 2, 7 and 8. The heavy dashed line, dark grey shaded area and light grey shaded areas represent the median, 25^th^ to 75^th^ percentile range and 10^th^ to 90^th^ percentile range of the log2 fold change for each gene set respectively. Significantly enriched functional gene sets for each of the clusters are indicated below their respective plot (p≤0.05* and p≤0.01** using a Fischer’s exact test with Benjamini & Hochberg multiple testing correction; **S2 Table**).

## Results

### ESC differentiation models mouse primitive streak formation

To investigate the connection between the chromatin landscape and gene expression during early embryonic development, we adopted a monolayer differentiation strategy to convert mESCs into Anterior Definitive Endoderm (**Fig 1A** and **1B** [30–32,34]). In this approach mESCs are differentiated through developmentally appropriate intermediates controlled by a temporally organised regimen of cytokines and growth factors (**Fig 1B;** ICM, epiblast, primitive streak, a transient endodermal population that expresses mesoderm and endoderm markers (mesendoderm) and ADE). To monitor this differentiation, we utilised a dual reporter mESC line (B6), which carries fluorescent reporters knocked in to the *Gsc* (GFP) and *Hhex* (Redstar) loci (**S1A Fig;** [31,35]). GSC is a marker of the PS/mesendoderm and HHEX marks definitive endoderm lineages. Together these reporters allow the quantitation and isolation of defined cell populations during differentiation.

Imaging and fluorescence-activated cell sorting (FACS) analysis monitoring expression of the fluorescent reporters showed the emergence of cells that start to express GSC on day 3 (d3) and this population grew rapidly and expressed increasingly high levels of GSC into d4. On d5, a GSC and HHEX double positive population emerged from the cells expressing the highest levels of GSC and this population continued to grow until d6 (**Figs 1B and S1B**). Immunostaining showed robust co-expression of CXCR4, a cell-surface marker of definitive mesendoderm [36,37], in GSC^+^ cells throughout the differentiation (**S1B Fig**). These analyses suggest that cells undergoing differentiation progressed through stages equivalent to those observed in the embryo and converted to endoderm and the ADE with high efficiency.

Using FACS, we isolated nine cell populations as cells transition towards ADE (G = GSC; H = HHEX): d3 GSC negative or positive (G^-^, G^+^), d4 G^-^ or G^+^, d5 G^-^, d5G^low^; d5G^high^, d6 G^+^H^-^, d6G^+^H^+^ (**S1C Fig**). These represent six defined developmental states: epiblast-like (d3, d4 and d5 G^-^ populations), early PS (d3 and d4 G^+^), posterior PS (d5 G^low^), anterior PS (d5 G^high^), anterior mesendoderm (d6 G^+^H^-^) and ADE (d6 G^+^H^+^) (**Fig 1B**). Following isolation, we confirmed that each population was stable and not subject to substantial drift between FACS gates, even following extended sort periods (2–4 h; **S1C Fig**). We validated the isolated populations using quantitative real time PCR (qRT-PCR). *Gsc* expression closely aligned with that of the reporter construct. *Hhex* mRNA was detected in both d6 reporter-negative and -positive populations, and to a lesser extent in the d5 G^high^H^-^ population. This may reflect allelic bias where some cells express *Hhex* from the endogenous allele instead of the reporter tagged allele. Nonetheless, the H+ population shows higher levels of both *Hhex* and the endodermal marker *Cer1*, suggesting isolation based on the reporter still enriches for ADE, even if not all ADE is included in this population (**S1D Fig**). In contrast, *Pou5f1*, encoding the pluripotency TF OCT4, showed reduced expression concordant with the time and extent of differentiation. Thus, candidate analysis indicates that the *in vitro* cell populations resemble their *in vivo* counterparts.

We performed genome-wide expression analysis across mESCs, day 2 (unsorted) and the nine cell populations described above. 

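Total RNA from mESCs, unsorted d2 cells and the 9 sorted populations was labelled with Cy3 and hybridised to Agilent one-colour mouse arrays, with 3 replicate arrays per population and 33 arrays in all. The authors deposited the intensity files of the scanner, which give a median foreground and a median local background for each spot, and log2 values made from them by normexp background correction and quantile normalisation. For the values given beside the array results, spots of probes printed more than 1 time were averaged without those marked as outliers, the median foreground was corrected with limma's normexp method and an offset of 10, control spots were removed, and these arrays were quantile normalised together with the 9 arrays of the EPZ6438 series. The recomputed log2 values had a correlation of at least 0.999989 with the deposited ones on every array. The arrays carry 55681 unique probes, of which 28066 are assigned to 22201 RefSeq accessions, called genes here. Between 25887 and 40398 probes per array were marked by the scanner software as well above background, no probe value was saturated, and 146 probe values were left out because every spot behind them carried an outlier mark. Replicates 1 and 2 of all populations were hybridised on 3 slides and replicate 3 on 2 slides of its own. A linear model with 1 mean per population was fitted with limma to all 42 arrays, which share 1 estimate of the spread per probe, and p values were adjusted by the Benjamini-Hochberg method over all probes. A gene was called differentially expressed where at least 1 of its probes had an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1.5. The number of arrays, 3 per population, limits the precision of each value.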

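Relative to ESCs, 84 genes were higher and 300 lower at d2. At d3, 248 genes were higher and 293 lower in the G- population, and 660 were higher and 821 lower in the G+ population. The corresponding numbers at d4 were 328 and 391 in G- cells, and 698 and 978 in G+ cells. At d5 they were 482 and 498 in G- cells, 802 and 952 in Glow cells, and 817 and 1033 in Ghigh cells. In the d6 populations, 1141 genes were higher and 1141 lower in G+H- cells, and 1304 were higher and 1195 lower in G+H+ cells. The median absolute log2 change of the called probes lay between 1.95 in d3 G- and 2.23 in d6 G+H- cells, with 2.03 at d2 and 2.22 in d6 G+H+ cells. The genes with the largest increase in d6 G+H+ cells were Cer1 (log2 fold change 11.1, standard error 0.86), Prss12 (9.17, standard error 0.39) and Sfrp5 (9.13, standard error 0.41). Cer1 and Prss12 were not above background on any ESC array, so that their increases are at least 2080-fold and at least 529-fold. Tcl1 and Fgf4 were not above background on any d6 G+H+ array, and their decreases are at least 217-fold and at least 286-fold. Such bounds, here and below, allow for signal near background and not for the error of the estimate. Tdh, Tcl1 and Fgf4 decreased most, and the expression of Tdh fell by 9.36 on the log2 scale (standard error 0.39). All 6 genes changed the same way in each of the 9 pairs of a d6 and an ESC array, which was a condition for ranking them. Their limma adjusted p values were between 3.76e-19 and 2.11e-12. With only the arrays of the compared populations in the fit, the number of genes higher in d5 G- cells was 253, the largest relative move of these counts under any alternative.

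**Figure D1:**
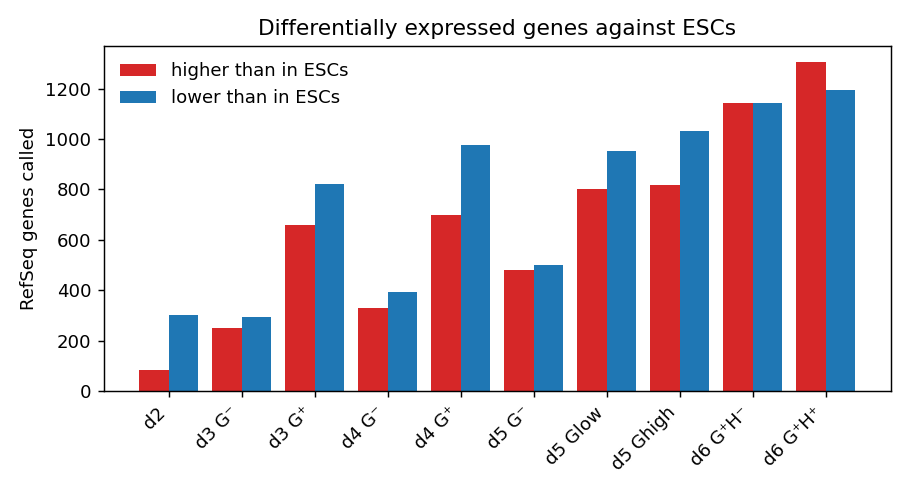
Number of RefSeq genes called higher (red bars) and lower (blue bars) than in ESCs for each ADE population, in order of day and sort. The bars run from 84 and 300 genes at d2 to 1304 and 1195 genes in d6 G+H+ cells.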

Linear modelling and statistical analysis identified extensive differential gene expression (log_2_ FC ≥ 1.5 and a p value of ≤ 0.01) between all these populations, the magnitude and extent of which scaled with the extent of differentiation (**S2A Fig** and **S1 Table**). 

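Euclidean distances were computed between the population means over all probes. The d3 and d4 G- populations lay 59.9 apart, and the d3 and d4 G+ populations 61.6 apart. The G- and G+ populations of the same day lay farther from each other at d3 (92.3) and at d4 (95.7). The d5 G- population was nearest to d4 G- cells (64.7) and lay 78.6 from d5 Glow and 102.8 from d5 Ghigh cells. The d5 Glow population was nearest to d4 G+ cells (71.3), and d5 Ghigh cells were nearest to d5 Glow cells (73.1). The d6 G+H- and G+H+ populations had the smallest distance of all pairs, 56.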

Hierarchical clustering based on all normalised gene expression values grouped the populations primarily based on the level of GSC and HHEX expression rather than days under differentiation. 

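Complete linkage on these distances, divided into 4 groups, placed ESCs with d2 cells, the G- populations of d3, d4 and d5 together, the G+ populations of d3 and d4 with d5 Glow and Ghigh cells, and the d6 populations with each other. The G- group joined ESCs and d2 at a height of 129.8, and the d6 group joined the G+ group at 165.9. Average linkage, a correlation distance, a larger normexp offset and scaling by the 75th percentile all gave the same 4 groups for the 11 populations. With replicate 2 or replicate 3 left out, 10 of the 11 populations stayed in their group. Single arrays separated less clearly than the means. The nearest array came from the same population for 14 of the 33 arrays, and the median distance was 105.5 between arrays of 1 population and 153.3 between arrays of different populations.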

Four clear groups emerged including d2/ESCs, d3-5 G^-^, d3-5 G^low/high/+^ and d6 G^+^H^+/-^ corresponding to cells of the ICM, epiblast, PS and mesendoderm/ADE respectively (**Fig 1C**). 

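With population means as variables, the first component took up 98.2% of the variance and the second 0.9%. The first component of this form mainly holds the expression level that all populations share. With single arrays as observations and probes centred, the first components held 35.1% and 17.2%. PC1 scores then ran from -84.5 ± 10 (SD, n = 3) in ESCs and -87 ± 3.5 in d2 cells through -60.3 ± 6 in d3 G- and -8.8 ± 5.1 in d3 G+ cells to 55.5 ± 4.9 in d5 Ghigh and 102.9 ± 4.8 in d6 G+H+ cells. Within the G- populations PC1 rose from -60.3 at d3 to -42.2 ± 4.4 at d4 and -12.1 ± 17.5 at d5. PC2 was lowest in d6 G+H+ cells (-65.3 ± 12.3) and ESCs (-57.5 ± 15.2) and highest in d4 G+ cells (57.1 ± 9.7).

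**Figure D2:**
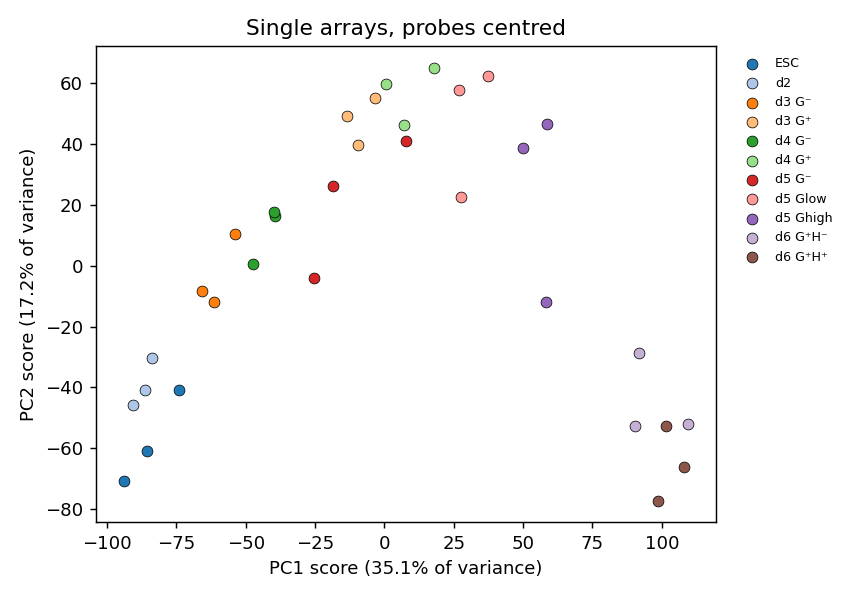
Scores of the 33 single arrays on PC1 and PC2 after centring each probe, coloured by population, with the percentage of variance on each axis. ESC and d2 arrays lie at the left and d6 arrays at the right.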

Principal Component Analysis (PCA) yielded equivalent groupings, but with a more evident contribution of time-in-culture (**Fig 1D**). Expression of key marker genes changed with the expected dynamics during differentiation (**S1D Fig**). 

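On the arrays, the log2 intensity of Gsc was 5.03 ± 0.21 (SD, n = 3) in ESCs, where no array was above background, 8.27 ± 0.46 in d3 G- and 11.82 ± 0.42 in d3 G+ cells. It reached 13.02 ± 0.97 in d5 Ghigh and 13.41 ± 0.19 in d6 G+H+ cells, at least 310-fold above ESCs. At d3 the G+ population exceeded the G- population by a log2 fold change of 3.55 (standard error 0.47, limma adjusted p = 4.13e-06). Hhex stayed between 7.07 and 7.87 up to d4, was 10.55 ± 1.13 in d5 Ghigh cells and rose to 12.71 ± 0.19 in d6 G+H+ cells. The difference of Hhex between the d6 G+H+ and G+H- populations, 0.48 with a standard error of 0.4, was not significant (limma adjusted p = 1). The log2 intensity of Pou5f1 was 13.66 ± 0.63 in ESCs, 12.43 ± 0.7 in d3 G+, 9.64 ± 0.81 in d5 Ghigh and 7.75 ± 0.53 in d6 G+H+ cells, while d3 and d4 G- cells stayed at 13.64 ± 0.18 and 13.66 ± 0.23. Cer1 was 5.34 ± 0.06 in d3 G-, with 1 of 3 arrays above background, 8.67 ± 1.51 in d3 G+ and 16.01 ± 0.19 in d6 G+H+ cells. The difference of Cer1 between G+ and G- cells at d3, 3.33 with a standard error of 0.86, did not pass the adjusted p threshold of 0.01 (limma adjusted p = 0.0164), although all 9 pairs of arrays showed it. It did pass under 5 of the alternatives and without d3 G+ replicate 1.

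**Figure D3:**
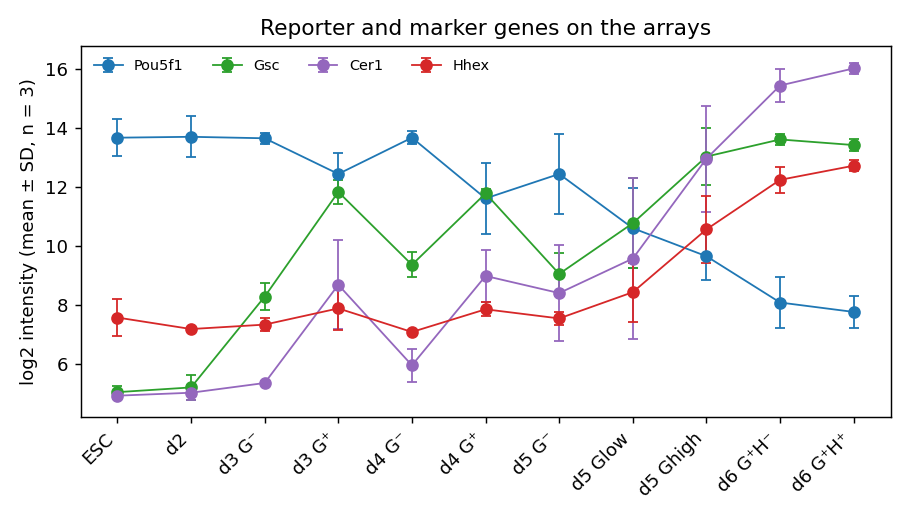
Log2 intensity of Pou5f1, Gsc, Cer1 and Hhex in each population (points, mean of 3 arrays; bars, SD). Gsc rises from d3 on, Hhex at d5 and d6, and Pou5f1 falls from 13.66 in ESCs to 7.75 in d6 G+H+ cells.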

To perform a more unbiased assessment of the *in vivo* relevance of ESC to ADE conversion, we first identified all genes that showed differential expression during the differentiation (n = 3,878 Refseq genes; **S1 Table**). 

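Over the 10 ADE populations against ESCs and 6 further comparisons between G+ and G- populations named in S1 Table, 3830 genes were called in at least 1 comparison. The comparisons with ESCs alone gave 3790 of them. The number ranged from 2851 to 5109 over the alternatives in processing and from 3690 to 4042 with single arrays left out.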

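For each of these genes, the probe with the largest mean intensity over all arrays gave a profile of log2 changes against ESCs over the 10 populations. Complete linkage on the correlation scores between profiles was divided into 8 clusters, which are lettered A to H here since the order of the paper's clusters was not carried over. They held 654, 728, 489, 38, 163, 294, 700 and 764 genes. Genes of clusters A, B and C had mean log2 changes of 2.32, 2.29 and 1.01 in d6 G+H+ cells, and genes of clusters G and H had mean changes of -2.02 and -2.13. Cluster D, the smallest, stayed between -0.76 and 0.67 in all populations. The division itself was sensitive to the method. The adjusted Rand index with the clusters from 1 minus correlation and average linkage was 0.43, and with k-means it was 0.26.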

Un-supervised clustering based on pairwise correlation scores between the log_2_ fold change (FC) expression profiles of each of these genes across the ten ADE populations (i.e., log_2_^ADE sample X/ESC^) identified eight distinct clusters (**Fig 1E** and **S1 Table**). 

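Each cluster was compared with the 10 marker gene lists of S2 Table that were held whole, by Fisher's exact test with Benjamini-Hochberg adjustment over all clusters and lists with the RefSeq genes on the array as background. A list was enriched in 6 of the 8 clusters (A, B, C, F, G and H). Cluster H held 8 of the 23 Pluripotency (ICM) genes (Fisher's exact test, adjusted p = 1.16e-05) and cluster G another 6 of them (adjusted p = 0.000963). Clusters D and E, of 38 and 163 genes, were not enriched for any of the 10 lists. With 1 minus correlation and average linkage, 3 clusters held an enriched list.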

For seven of the clusters, gene set analysis on gene lists (**S2 Table**) yielded significant enrichment of defined developmental terms. For example, cluster 1 genes displayed gradual but consistent upregulation and are enriched for endodermal and mesendodermal markers, whereas cluster 2 genes are upregulated later (largely restricted to the d6 populations) and enriched for markers of the DE and VE (**Fig 1E** and **S1** and **S2 Tables**). 

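Cluster A showed a gradual increase. Its mean log2 change against ESCs was 0.38 in d3 G-, 1.01 in d3 G+, 1.72 in d5 Ghigh, 2.23 in d6 G+H- and 2.32 in d6 G+H+ cells. It held 10 of the 34 Definitive Endoderm genes, among them Cer1, Foxa1, Foxa2 and Sox17 (Fisher's exact test, adjusted p = 7.51e-07), 4 of the 11 Mesendoderm genes (Cxcr4, Foxa2, Gsc and Lhx1, adjusted p = 0.00255) and 3 of the 12 Endoderm genes (adjusted p = 0.0322). Cluster A also held 4 of the 21 Mesoderm genes (Fisher's exact test, adjusted p = 0.0232). Cluster B stayed between -0.31 and 0.02 in all populations up to d5 Glow, had a mean change of 0.56 in d5 Ghigh cells, and rose to 1.91 in d6 G+H- and 2.29 in d6 G+H+ cells.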

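Cluster C rose to a mean log2 change of 2.17 in d5 Glow cells and was lower in the d6 populations, with 1.29 in G+H- and 1.01 in G+H+ cells. It held 8 of the 21 Mesoderm genes (Cdh11, Foxf1, Kdr, Meox1, Mixl1, Msx2, Pdgfrb and Wnt5a; Fisher's exact test, adjusted p = 2.54e-07), and also 3 of 11 genes each of the Ectoderm and Trophoblast lists (adjusted p = 0.0144). Cluster F was highest in d3 G+ cells, with a mean change of 1.33, and fell below the ESC level in d6 G+H+ cells, with a mean change of -0.66. Cluster F held 3 Mesoderm genes (Fisher's exact test, adjusted p = 0.0215).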

Clusters 7 and 8, which are enriched for mesodermal genes, show a phased period of upregulation followed by down-regulation. Analysis on the regions surrounding the TSS of these genes (-100 bp to +50 bp) confirmed enrichment of TF motifs consistent with these developmental categories (**S2B Fig**). 

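Cluster B, whose genes rise mainly at d6, held 12 of the 34 Definitive Endoderm genes (Fisher's exact test, adjusted p = 4.34e-08) and 8 of the 13 Visceral Endoderm genes (adjusted p = 7.09e-08). The Definitive Endoderm genes were Apoa1, Cckbr, Clic6, Cpn1, Fxyd3, Fzd5, Hhex, Lefty1, Otx2, Pyy, Shisa2 and Tspan7. The Visceral Endoderm genes included Foxa3, Ihh and Ttr. Fxyd3 and Hhex belong to both lists.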

Enrichment for VE as well as DE genes in cluster 2 is expected given their developmental proximity and the fact that VE cells can contribute to DE (**Fig 1A**) [34].

### Transcriptional changes determine the gene expression landscape during the epiblast to primitive streak transition

Gene expression assays based on total cellular RNA reflect not only changes in transcription but also the sum of post-transcriptional processing, RNA stability and RNA turnover. To understand the highly dynamic transcriptional changes associated with the beginning of gastrulation, we focused on the in vitro equivalent of epithelial to mesenchymal transition (EMT) at the PS stage and used 4sU-seq to examine nascent transcriptional changes in the G^-^ and G^+^ populations from d3 and 4. The 4sU-seq profiles display prominent intronic signal indicative of isolation of un-processed pre-mRNA transcripts and inspection of individual loci confirmed the expected transcriptional levels of candidate genes: *Gapdh* (ubiquitous), *Gata4* (endoderm), *Gsc* (mesendoderm) and *Pou5f1* (pluripotency; **Fig 2A**).

**Fig 2:**
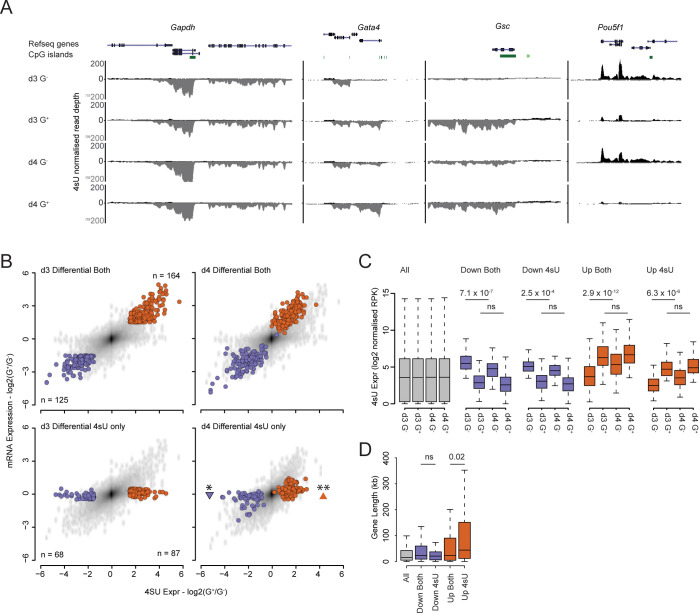
Transcription is the dominant process governing mRNA levels in differentiation. **A**) Genome browser tracks of normalised 4sU-seq signal at candidate gene loci (*Gapdh*, *Gata4*, *Gsc* and *Pou5f1*) for d3 and d4 ADE populations. The signal is coloured according to the transcribed strand (positive—black and negative—grey). The tracks represent a single matched experiment (1 of 3 independent replicates). Genes are annotated as per the mm9 genome assembly. **B**) Scatter plots comparing log_2_ fold expression changes (log_2_ G^+^/G^-^) between 4sU-seq signal (x-axis) and mRNA signal (y-axis) for d3 and d4 ADE populations. Genes which are significantly up- or down-regulated in d3 G^+^ vs. G^-^ populations are indicated in red and blue respectively. Significant changes in gene expression were determined using a Wilcoxon rank-sum test (p≤0.05* and p≤0.01**). The number of RefSeq genes in each set are indicated. **C**) Boxplots showing the normalised reads per kb (RPK) values for gene body 4sU-seq signal for all (grey), upregulated (red) or downregulated (blue; in ADE d3 G^+^ vs. G^-^) genes for the indicated ADE populations. Significant changes in 4sU-seq signal were determined using a Wilcoxon rank-sum test (ns–non significant and p values as displayed). **D**) Boxplots showing gene length in kilobases for all (grey), upregulated (red) or downregulated (blue; in ADE d3 G^+^ vs. G^-^) genes for the indicated ADE populations. Significant changes in gene length were determined using a Wilcoxon rank-sum test (ns–non significant and p values as displayed). Data shown in (**C**) and (**D**) represent the mean of three independent replicate experiments.

We quantified transcript levels across all genes and performed statistical analysis with equivalent parameters to those used for total RNA levels (**S3 Table**). Direct comparison of differential gene expression between nascent transcripts (4sU-seq) and total RNA levels (microarray) revealed that most gene expression changes identified in total RNA can be attributed to changes in transcription (**Fig 2B** and **S3 Table**). 

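In the array data alone, with the adjusted p threshold of 0.05 that the paper used beside 4sU-seq, 197 genes were higher and 261 lower in the G+ than in the G- population at d3, and 216 were higher and 356 lower at d4. At an adjusted p of 0.01 the numbers were 160 and 233 at d3, and 187 and 323 at d4. With d4 G+ replicate 1 left out, the latter were 109 and 170. Called genes of d3 were ranked where they changed the same way in all 9 pairs of arrays. Among these, Mesp1 (log2 fold change 4.96, standard error 0.72), Fgf10 (4.74, standard error 0.36) and Gata6 (4.63, standard error 0.33) increased most. The largest decreases were those of Tdh, Gdf3 and Cpsf4l. The change of the G+ to G- difference between d3 and d4 was also tested directly. No gene passed the limma test, while 928 probes of RefSeq genes had an unadjusted p under 0.05. The median foreground values from which these calls come do not separate nascent from mature transcripts, and the 4sU-seq data were not analysed here.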

In line with this we noted that, whereas very few genes were differentially expressed between the d3 G^-^ and G^+^ populations in total RNA alone (3 upregulated and 27 downregulated genes), a larger set of genes was differentially expressed in the 4sU-seq dataset alone (**Fig 2B;** highlighted genes—lower left panel). One day later (d4), these genes now became significantly up- or down-regulated in the total RNA data (**Fig 2B;** highlighted genes—lower right panel).

Overall transcript abundance was not responsible for this observation. Comparing the 4sU-seq signal of differentially expressed genes for those identified in ‘*both*’ datasets to those specific to the ‘*4sU*’-seq data alone, as the signal intensities between the two categories were similar (‘*Both’* vs. ‘*4sU’;* **Fig 2C**). We noted that there was a significant difference in transcript levels between the d3 and d4 G^-^ populations for all differentially expressed genes, but not for the respective G+ populations (**Fig 2C**). This was likely due to the smaller dynamic range of GSC expression in the G^+^ vs. G^-^ FACS gates allowing for a greater degree of population (and therefore gene expression) drift within these populations between d3 and d4 (**Fig 1C**). This was supported by the observation that d3 and d4 G^+^ populations clustered more tightly in PCA analysis compared to their G^-^ counterparts (**Fig 1D**).

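The paper's text does not state the form of the PCA of Fig 1D. With population means as variables, the distance between d3 and d4 on PC1 and PC2 was 0.0821 for G+ and 0.0847 for G- populations. Their ratio was 0.97. With probes centred, the distances of the mean scores were 19.6 for G+ and 23.3 for G- cells, a ratio of 0.84. Over all probes the ratio was 1.03. Computed for each replicate number on its own, this last ratio was 0.92, 0.94 and 1.27 (SD 0.19, n = 3), so that it did not differ from 1 by more than the spread between replicates. Single arrays of d3 and d4 lay between 79.3 and 124.4 apart for G+ and between 66 and 120.2 apart for G- cells. Their medians were 106.3 for G+ and 105.4 for G- cells. Replicates of 1 population had medians of 109.6 at d3 and 105.5 at d4 for G+ cells. For G- cells these were 108.3 and 94.7. Arrays of different days thus lay about as far apart as replicates, so that the distances over all probes cannot rank the G+ and G- populations. From d3 to d4, 6 genes were called higher and 2 lower in G+ cells, and 0 higher and 2 lower in G- cells by limma, where 3173 and 3096 probes had an unadjusted p under 0.05.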

Upregulated genes identified in 4sU-seq alone are significantly longer than those identified in both expression datasets, consistent with larger transcripts taking longer to process into mature mRNAs (**Fig 2D**) and, as expected, genes upregulated only in the 4sU-seq dataset showed a high proportion of unspliced transcripts (lower exon/intron ratio) than genes upregulated in both datasets (**S3A Fig**). These findings demonstrate we had the temporal resolution to separate the activation of transcription from the subsequent accumulation of processed mRNA 24h later in sorted cell populations from this differentiation model.

### Dynamic intergenic transcription signals identify putative enhancers in endoderm specification and patterning

Developmental gene expression programmes are established, in part, through the binding of tissue and cell-type TFs to enhancers. Active enhancers are marked by bi-directional transcription, producing short, unstable eRNAs that are detectable by 4sU-seq [38,39]. Using the dREG algorithm [40,41] we identified 24,862 ‘peaks’ of bi-directional transcription in the d3 and d4 G^+^ and G^-^ 4sU-seq data and mapped them with respect to their neighbouring genes (**S4 Table**). Excluding peaks that overlap with, or are proximal to, known coding regions (within -3 kb to +20 kb of a gene TSS; **S4 Table**) left a subset of 4,127 intergenic loci. We then quantified the 4sU-seq signal for all intergenic dREG-peaks located within 100 kb of a gene differentially expressed between the d3 G^+^ and G^-^ populations. As a group, these prospective enhancers display differential transcription that was equivalent in direction to that of their neighbouring gene at ≤ 100 kb separation (n = 123 and 100 for down- and up-regulated genes respectively; **Fig 3A** and **S4 Table**). This transcriptional linkage was also observed at d4. Examination of transcriptional profiles at dREG-peaks showed a prominent bi-directional transcriptional signature whose magnitude correlated with the expression of the associated neighbouring (within 100 kb) gene (**Figs 3B–3D** and **S4A**). A consistent association between the transcription status of dREG-peaks and their nearest neighbouring gene degraded at distances beyond 100 kb (**S4B Fig** and **S4 Table),** suggesting that enhancers active during these early stages of differentiation are quite close to their target genes.

**Fig 3:**
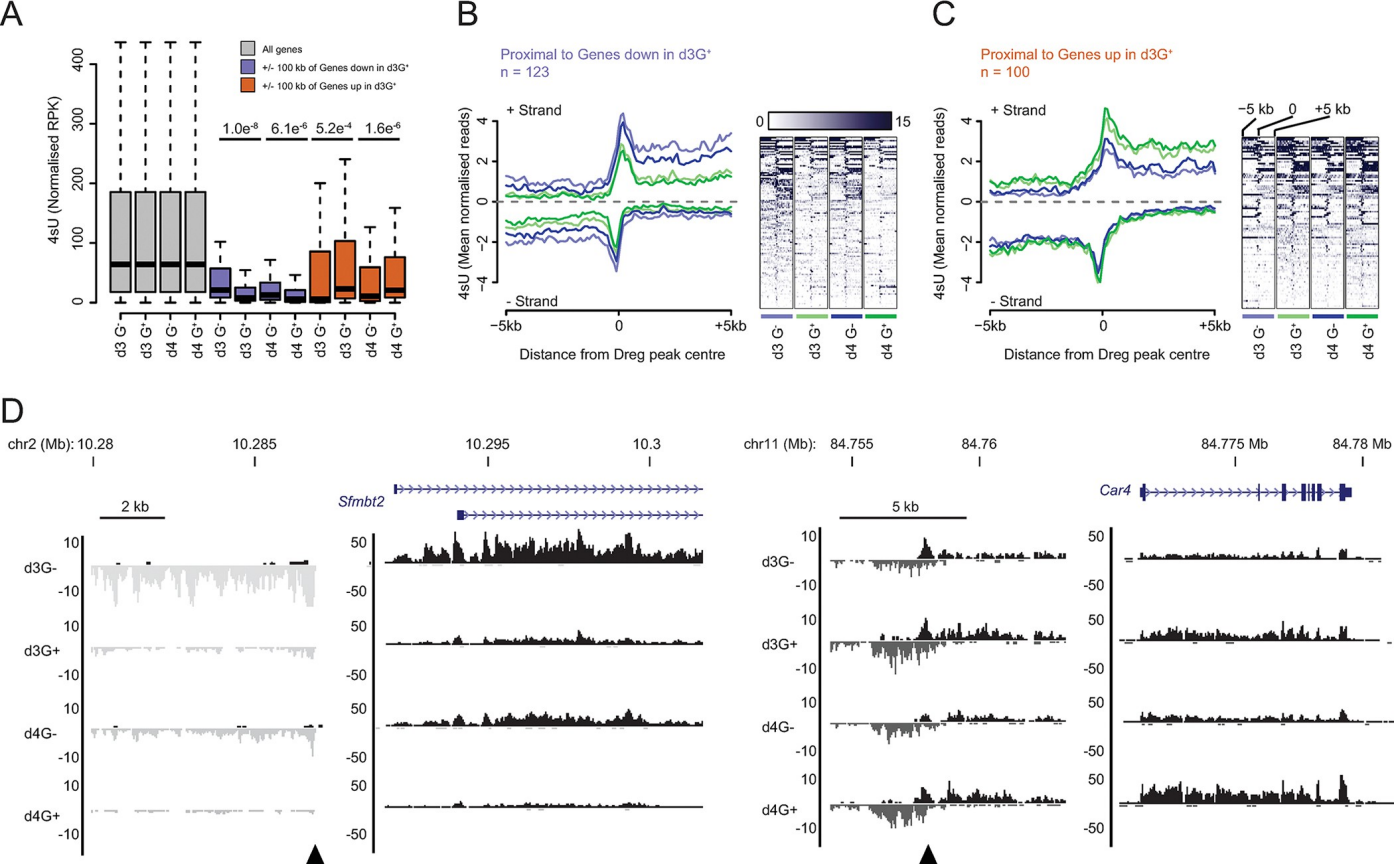
Transcriptional profiling identifies prospective enhancers in ADE. **A**) Boxplots of 4sU-seq signal (normalised reads per kilobase—RPK) at dREG peaks that are proximal to (+/- 100 kb) the TSS of all (grey), downregulated (d3 G^+^ vs. G^-^; blue) and upregulated (d3 G^+^ vs. G^-^; red) genes. Significant changes in 4sU-seq signal were determined using a Wilcoxon signed rank test (p values as displayed). **B** & **C**) 4sU-seq signal profiles and heatmaps of dREG peaks (+/- 5 kb) that are proximal to (**B**) downregulated and (**C**) upregulated genes. The numbers of genes are indicated (‘n = ‘) and defined as in **A**. Heatmaps depict the 4sU-seq signal at each dREG peak (one peak/genomic interval per row) and show the combined 4sU-seq signal that maps to either DNA strand. Heatmaps are presented relative to the peak centre and oriented 5’ to 3’ according to the genome build and not relative to the transcriptional orientation of the closest/associated gene. The profile plots represent the mean 4sU-seq signal (mean profile for the regions shown in the heatmaps) with strand-specific transcripts shown above and below the x-axis (mapping to the + and–strand respectively). The mean profiles plots are colour-coded to match specific heatmaps (colour coding as indicated below teach heatmap). **D**. Genome browser tracks of normalised 4sU-seq signal at candidate differentially expressed gene loci (*Sfmtb2* and *Car4* on chromosomes 2 and 11 respectively) and their upstream proximal dREG peaks. Data and genes are presented as in **Fig 2A** and dREG peaks are indicated with black arrow heads. Data shown in (**A—D**) represent the mean of three independent replicate experiments.

### Loss of H3K27me3 is delayed relative to transcriptional upregulation

Whilst TF binding to genes and enhancers dictates developmental expression patterns, histone modifications are thought to ’fine-tune’ this process by controlling how transcriptionally permissive the underlying chromatin is. Two key modifications that are thought to operate in this way are H3K4me3 and H3K27me3; marks associated with the COMPASS (MLL/SET1; activating) and PRC2 (repressive) complexes respectively [11–14,42]. These antagonistic modifications frequently co-localise at the promoters of developmental genes either on the same bivalent nucleosome—a chromatin state thought to poise genes for subsequent transcriptional activation or repression [43–48], or on different alleles and/or in different cells within a population (bistable) [49]. Given that mutations in either MLL/SET1 and PRC2 complexes lead to gastrulation failure [20–24], we determined the dynamics of these histone modifications during ADE differentiation.

We performed native chromatin immunoprecipitation for both H3K4me3 and H3K27me3 followed by deep sequencing (ChIP-seq) in each of the 9 differentiating populations. Inspection of the ubiquitous expressed *Gapdh* locus showed prominent H3K4me3 enrichment over the promoter CpG island (CGI) and an absence of detectable H3K27me3 across all cell populations (**S5A Fig**). Though the silent *Hoxb* gene cluster showed domain-wide enrichment of H3K27me3 and modest levels of H3K4me3 primarily focussed on CGIs throughout differentiation (**S5B Fig**), levels of H3K4me3 decreased and H3K27me3 increased at latter stages of differentiation. Both *Gsc* and *Hhex* were decorated with H3K4me3 and H3K27me3 prior to their activation and then underwent a reciprocal gain of H3K4me3 and loss of H3K27me3 in the later phase of differentiation, with *Hhex* showing slower resolution of the marks correlating with its relatively delayed activation (**Fig 4A and 4B**). ChIP-seq profiles at the TSSs of genes categorised based on their expression dynamics during differentiation (**Fig 1E, S1 and S5 Tables**) identified a clear correlation between H3K4me3 levels and gene expression (**Fig 4C and 4D**). In contrast, H3K27me3 levels showed a pronounced anti-correlation with gene expression levels with prominent losses and de novo gains when genes were up- and down-regulated, respectively (**Fig 4C and 4D**).

**Fig 4:**
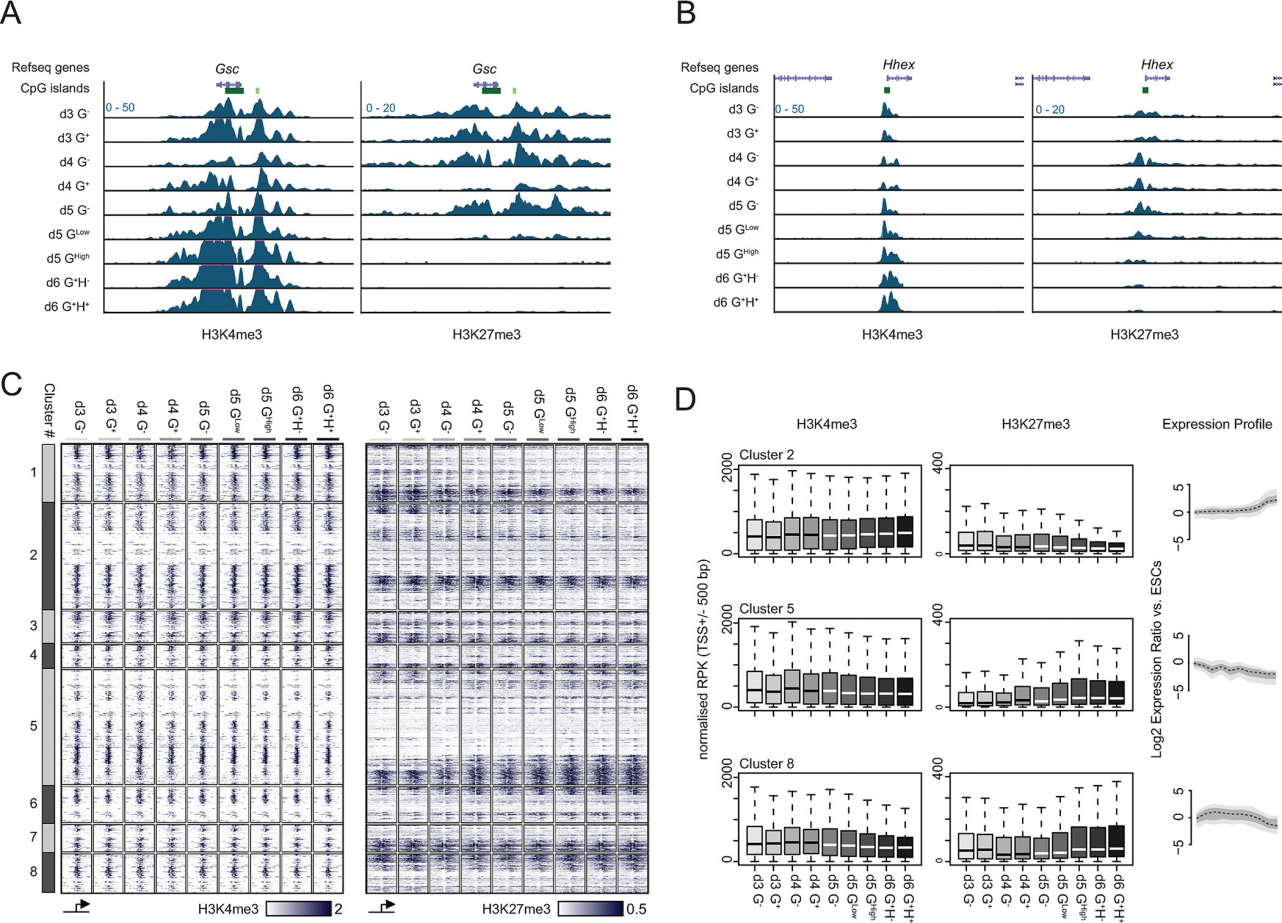
Dynamic changes in H3K4me3 and H3K27me3 during differentiation. **A** & **B**) Genome browser tracks of ChIP-seq signal for H3K4me3 (left panel) and H3K27me3 (right panel) at the *Gsc* (**A**) and *Hhex* (**B**) gene loci. Genes are annotated as per the mm9 genome assembly. **C**) Heatmaps of H3K4me3 (left) and H3K27me3 (right) ChIP-seq signal spanning +/- 5 kb of the TSS of differentially expressed genes. Heatmaps are sub-divided into the gene expression groups defined in **Fig 1E** and ordered by clustering TSS (+/- 500 bp) ChIP-seq signal from d3 G^-^ and d6 G^+^H^+^ populations for both histone modifications. The relative signal scale for each modification is shown below their respective heatmap. **D**) Summary boxplots of normalised H3K4me3 and H3K27me3 ChIP-seq signal at the TSSs (+/- 500 bp) for genes in clusters 2, 5 and 8 (left and middle panel respectively). The matched gene expression profile for these clusters is shown for reference (right panel; presented as in **Fig 1E**). Data shown in (**A—D**) represent the mean of two independent replicate experiments.

This analysis necessarily focussed on the relatively small fraction of genes whose expression changed significantly during the course of the differentiation (~18% or 3,878 of the 22,040 Refseq genes analysed; **Fig 4C and 4D**). However, to determine if chromatin modification state could stratify all genes independently of gene expression, we performed the reciprocal analysis by clustering TSSs based on H3K4me3 and H3K27me3 levels. 

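These genes were 17.3% of the 22201 RefSeq accessions with at least 1 probe. The share covers genes called at any day against ESCs or between G+ and G- populations, of 1 day or pooled over days, and rests on 3 arrays per population.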

The resulting gene sets were distinct with respect to promoter sequence composition (+/- CGIs), gene expression dynamics and importantly, functional classification (**S5C–S5E Fig, S5** and **S6 Tables).** Whilst dynamic chromatin profiles identified gene sets with variable expression levels (e.g. clusters 1, 4 and 8); constitutively low/low (cluster 2), low/high (cluster 10), high/low (cluster 5) or high/high (cluster 9) levels of H3K4me3 and H3K27me3 enriched for genes associated with immune, neuroectodermal, housekeeping and broad-developmental functions respectively (**S5C–S5E Fig, S5** and **S6 Tables**). This demonstrated that H3K4me3 and H3K27me3 levels could effectively stratify genes independently of their expression status during ADE differentiation.

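At d5, where the mean of the Glow and Ghigh populations was set against G- cells, 113 genes were higher and 252 lower. On all 3 days, d3, d4 and d5, 44 genes were called higher and 82 lower in the GSC-expressing cells. Among those higher were Gsc, Eomes, Mixl1, Gata4, Gata6, Lhx1 and Cxcr4, and among those lower were Zfp42, Esrrb, Klf2, Tcl1 and Utf1. Fgf10 exceeded the G- level by a log2 fold change of 4.74, 3.82 and 1.88 on the 3 days. The largest difference at d5 among the higher genes was that of Sox17 (3.46, standard error 0.37, limma adjusted p = 1.3e-07), which had not passed at d3. These counts depend on the estimate of the spread. With only the arrays of the compared populations in each fit they were 7 and 19, and with single arrays left out they ranged from 24 to 70 and from 54 to 117.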

To gain a better insight regarding the contribution of H3K4me3 and H3K27me3 to transcriptional regulation we identified genes which were consistently differentially expressed between the G^+^ and G^-^ populations at d3, 4 and 5 of differentiation (n = 52 and 97 for up- and down-regulated genes respectively; **Fig 5A and 5B** and **S5 Table**). H3K4me3 levels surrounding the TSS of these genes showed a significant change concomitant with the changes in gene expression, at least at the temporal resolution of this differentiation (24 h; **Fig 5C and 5D** and **S5 Table**). H3K27me3 levels showed an anti-correlated dynamic with respect to gene expression, however significant loss of H3K27me3 at up-regulated genes was not observed until d4 and d5 of differentiation, genes upregulated in the d3 data showed no loss of this histone modification at this time-point (**Fig 5E and 5F** and **S5 Table**). To determine if this delay might be due to the dynamics of RNA processing and catabolism, we repeated the analysis comparing H3K27me3 levels at genes differentially transcribed between d3 and d4 populations using the 4sU-seq data (n = 132 and 251 for up and down-regulated genes respectively; **S6A and S6B Fig** and **S5 Table**). This confirmed that H3K27me3 levels at gene TSSs did not significantly change despite their transcriptional activation in the d3 G^+^ population (**S6C–S6F Fig** and **S5 Table**).

**Fig 5:**
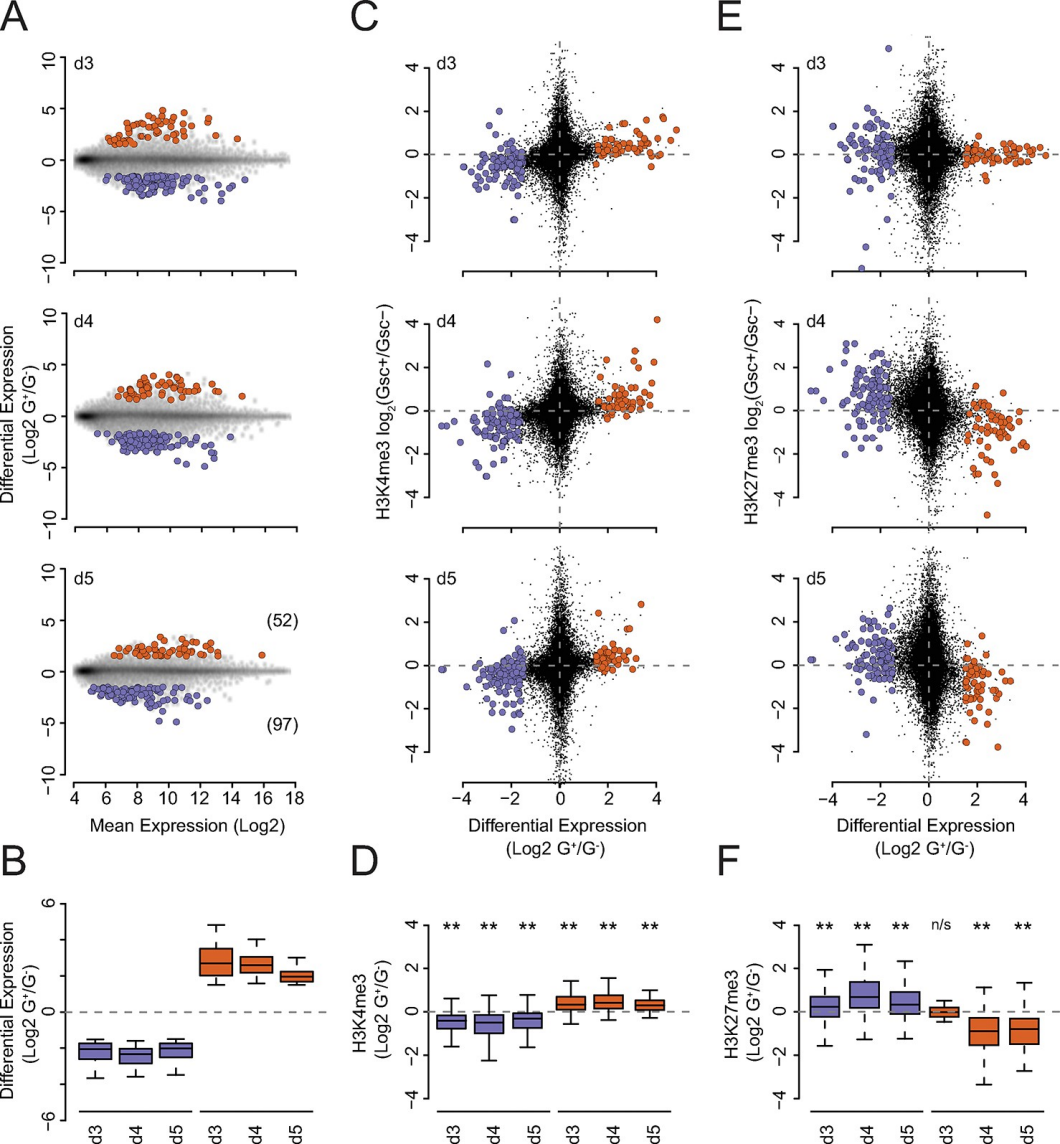
Changes in TSS H3K27me3 levels are temporally subordinate to changes in gene expression. **A**) MA plots of gene sets that show consistent differential expression between the G^+^ and G^-^ populations at d3, 4 and 5 of differentiation. Upregulated and downregulated genes are coloured in red and blue respectively and the number of genes are noted in parenthesis in the lower panel. **B**) Summary boxplots of log_2_ G^+^/G^-^ ratios for the gene and datasets shown in **A**. **C**) Scatter plots depicting the log_2_ G^+^/G^-^ expression ratios (x axis) vs. the log_2_ G^+^/G^-^ ratio of H3K4me3 ChIP-seq signal at the TSS (+/- 500 bp; y axis) of the differentially expressed genes shown in **A**. **D**) Summary boxplots of the log_2_ G^+^/G^-^ ratio of H3K4me3 ChIP-seq signal at the TSS (+/- 500 bp; y axis) for the gene and datasets shown in C. Significant changes between the populations for each day for the raw, unlogged values, are indicated above their respective plot (p≤0.05* and p≤0.01** determined using a Wilcoxon signed rank test). **E**). As for panel (**C**) but for H3K27me3 ChIP-seq data. **F**) As for (**D)** but for H3K27me3 ChIP-seq data. ‘n/s’ denotes a non-significant (>0.05) test result from a Wilcoxon signed rank test. Gene expression data shown in (**A** and **B**) and ChIP-seq data shown in (**C—F**) represent the mean of three and two independent replicate experiments respectively.

However, it is possible that H3K27me3 levels were invariant because i). activation occurred primarily at genes with little or no H3K27me3 at their TSS or ii). heterogeneous transcriptional activation from only a small fraction of the cells within the sorted population. Our FACs isolation strategy used to prepare cell populations for ChIP, microarray expression and 4sU-seq analysis was based on expression (or lack thereof) of the fluorescent GSC-GFP reporter (**Figs 1** and **S2A**). This means that every cell in each G^+^ population expressed the GSC fluorescent reporter (at least at the protein level) at the point of isolation. This level of induced transcription occurred despite the presence of appreciable and invariant levels of H3K27me3 at the TSS of the *Gsc* gene in both G^+^ and G^-^ populations at day 3 of differentiation (**S7A Fig**). H3K27me3 levels at the *Gsc* gene were then substantially reduced in the G^+^ relative to the G^-^ populations at day 4 comparable to what was observed for all upregulated genes (**Figs 5**, **S6** and **S7A**). As *Gsc* was transcribed in all G^+^ cells despite high levels of H3K27me3, this argued against low H3K27me3 or heterogenous expression as an explanation. However, it is possible that *Gsc* represented an isolated example, and so we tested this more generally. We selected upregulated TSSs that had a greater than median value for both transcription (4sU-seq) and H3K27me3 in the d3 G^+^ population (n = 35 of 125 genes; **S7B Fig**). Both combined and candidate-based analysis of these genes showed that transcriptional activation occurred in the presence of substantial and invariant levels of H3K27me3 at day 3 followed by a subsequent reduction by day 4 of differentiation (**S7B–S7D Fig**). Importantly, many of these genes yielded high absolute 4sU-seq signal, comparable to that observed for *Gsc* (**S7A Fig**), arguing against transcriptional activation being limited to only a small subpopulation of cells.

### PRC2 inhibition enhances anterior endoderm differentiation but at a cost to lineage fidelity

As it is a robust model of primitive streak formation, our differentiation model reflects the stage at which PRC dysfunction leads to embryonic failure [20,21,24]. To investigate the impact of perturbed polycomb function on ADE differentiation we blocked PRC2 catalytic activity during ADE differentiation using the potent EZH2 inhibitor EPZ6438 (henceforth referred to as EPZ) [50]. 

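EPZ6438 inhibits EZH2, the catalytic subunit of PRC2, and was used at 2.5 uM. Arrays were hybridised from d6 cultures of each treatment, with 3 replicates of the DMSO control (Control), 3 of cells treated only before differentiation (ES_EPZ) and 3 of cells treated only during differentiation (ADE_EPZ). The labels of these 9 arrays name no sort. The array type, the deposited intensity files and the processing are those of the untreated populations, and all 42 arrays were normalised and fitted together. Between 24459 and 34789 probes per array were well above background. The arrays filled 3 slides, each with 1 array of each treatment, so that treatments can be compared within slides. No slide held both treated and untreated series, so that a difference between the series cannot be told apart from a difference between batches.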

We performed three parallel treatment regimens in which: i). both mESCs culture and differentiation were carried in the presence of DMSO (‘Control’), ii). mESCs were pre-treated with EPZ prior to differentiation in the presence of DMSO (‘ES_EPZ’) and iii). mESCs were pre-treated with DMSO prior to ADE differentiation in the presence of EPZ (‘ADE_EPZ’). Immunoblotting of lysates taken before and during ADE differentiation showed a pronounced reduction in global H3K27me3 levels in the presence of EPZ demonstrating the efficacy and dynamics of the EPZ treatment in each treatment regimen (**Fig 6A**).

**Fig 6:**
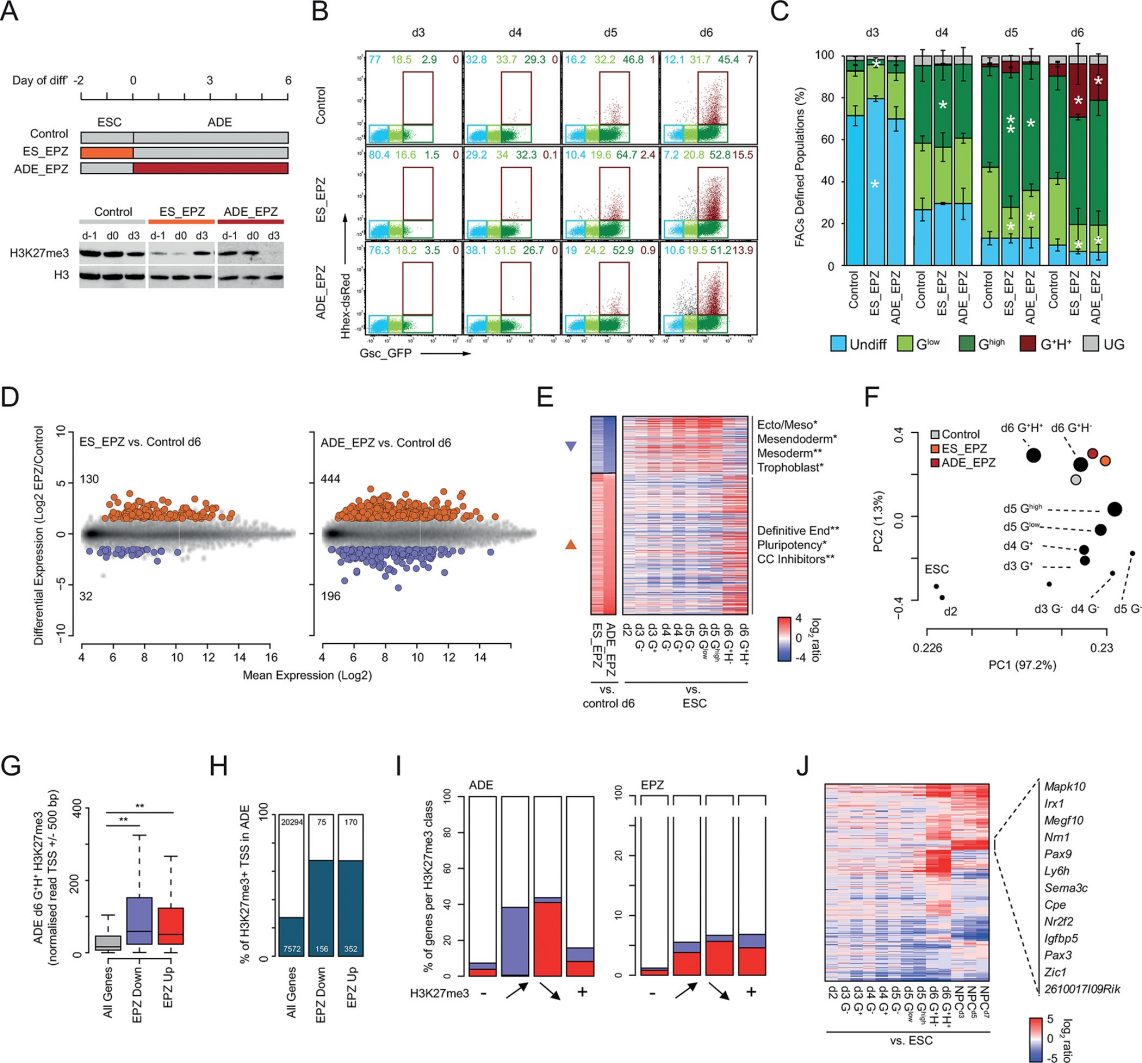
PRC2 inhibition enhances ADE differentiation at the cost of fidelity. **A**) Top; schematic of the EPZ6438 (EPZ) treatment regimen. Below; immunoblot analysis of H3K27me3 and histone H3 for the indicated drug treatments and differentiation samples. **B**) Example FACS profiles comparing GSC-GFP (x-axis) and HHEX-RedStar (y-axis) expression across d3-6 of differentiation treated with DMSO only (Control), EPZ followed by DMSO (ES_EPZ) and DMSO followed by EPZ (ADE_EPZ). The gates used for quantitation are shown and coloured according to reporter (GSC and HHEX) expression as indicated. Data is shown for a single representative replicate experiment (one of three). **C**) Cumulative barplots comparing the relative abundance of each gated population across ADE d3-6 under the indicated treatment regimens. Barplots are scaled to 100% of live FACS sorted cells with error bars representing the standard deviation of three independent replicate differentiations. The significance of differential population size between EPZ treatment (ES_EPZ or ADE_EPZ) and DMSO control were determined for each day and population using a one-sided paired t.test (p≤0.05* and p≤0.01**). **D**) MA plots of differentially expressed genes in ES_EPZ (left) or ADE_EPZ (right) vs control. Upregulated and downregulated genes are coloured in red and blue respectively and the number of differentially expressed genes for each condition are noted. Data represents the mean of three independent replicate experiments. **E**) Heatmap comparing gene expression changes upon EPZ treatment at ADE d6 (log_2_ fold change of ES_EPZ/Control or ADE_EPZ/Control) and expression changes that occur during untreated ADE differentiation (log_2_ fold change of ADE^population^/ESC). Downregulated and upregulated genes are indicated with blue and red arrow heads respectively. Significantly enriched functional gene sets for each of the clusters are indicated adjacent to their respective heatmap (p≤0.05* and p≤0.01** using a Fischer’s exact test with Benjamini & Hochberg multiple testing correction). **F**) Scatter plot showing principal components 1 and 2 of PCA analysis performed on the expression data shown in **D** and **E** combined with expression data shown in **Fig 1** for untreated ADE (circle size represents the level of GSC expression based on the FACS gating). The percentage variance attributed to each principal component (PC) is shown in the axis labels. **G**) Boxplot of TSS H3K27me3 levels (+/- 500 bp) for all, EPZ downregulated and EPZ upregulated genes (d6 ADE EPZ vs. DMSO). The significance of changes in H3K27me3 levels was determined using a Wilcoxon rank-sum test (p≤0.01**). **H**) Cumulative barplots comparing the relative fraction of genes that are associated with an enriched ‘peak’ of H3K27me3 at their TSS (+/- 500 bp) in one or more ADE populations. Barplots are scaled to 100% of the total genes in each set (total numbers of genes are indicated). **I**). Cumulative barplots comparing the relative fraction of gene subsets classified based on H3K27me3 status (as defined in **S8 Fig**) that are differentially expressed during ADE (left) or upon EPZ treatment (right). Barplots are scaled to 100% of total genes in each subset (n = 20294, 527, 600 and 6445 for ‘-‘, gain, lose and ‘+’ categories respectively). **J**). Heatmap comparing gene expression changes during ADE (log2 fold change of ADE^population^/ESC) and NPC differentiations (log_2_ fold change of NPC^day^/ESC) for the subset of genes with a consistent level of H3K27me3 during ADE and upregulated upon EPZ treatment during ADE differentiation (denoted ‘+’ in **S8 Fig**). Genes that are upregulated in NPCs specifically are indicated to the right.

FACS analysis on d3—d6 populations differentiated under each of the three conditions (**Fig 6B and 6C**) showed a subtle delay in the expansion of the G^+^ populations in d3 EPZ-pre-treated cells (ES_EPZ). However, this trend rapidly reversed with the expansion of the GSC^high^ population relative to the control in d4 and d5. The ADE_EPZ differentiation was indistinguishable from controls until d5 where it too showed an expansion of the GSC^high^, at the expense of the GSC^low^, population. At d6, the fraction of the GSC^high^ population was indistinguishable in both treatments relative to the control; however, there was a significant increase in the terminal ADE population (G^+^H^+^; **Fig 6B and 6C**). Therefore, although pre-treatment with EPZ led to an early enhancement of differentiation, both ES_EPZ and ADE_EPZ regimes resulted in elevated ADE production by d6. This suggested that PRC2 inhibition increases the efficiency of endoderm differentiation.

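Relative to Control, 429 genes were higher and 175 lower in ADE_EPZ, so that 71% of the called genes were higher. In ES_EPZ 80 genes were higher and 13 lower, or 86% higher. Rarres1 (log2 fold change 4.4, standard error 0.41), Cdkn2a (4.15, standard error 0.53) and Mt1 (3.98, standard error 0.79) increased most in ADE_EPZ, and Tnfrsf19 and Bmp4 decreased most, with limma adjusted p values between 2.41e-08 and 0.000736. In ES_EPZ the largest increases were those of Dio3 (3.95, standard error 0.47), Bok (3.44, standard error 0.5) and Eppk1 (3.33, standard error 0.63), and Fam171b and Slc24a3 were among the genes with the largest decreases. Dio3 was above background on 2 of the 3 Control arrays. Each of these genes changed the same way in all 9 pairs of arrays, which was a condition for ranking it. The calls of Eppk1, Fam171b and Slc24a3 were each lost in most fits that left out 1 array. The ADE_EPZ counts stayed within 1.5 times these values under every alternative run. Those of ES_EPZ did not. With only the arrays of this series in the fit, 7 genes were higher and 2 lower in ES_EPZ, with only the arrays of the compared groups limma called 0, although 5211 probes of RefSeq genes had an unadjusted p under 0.05, and with slide as a random effect 131 were higher and 30 lower. With single arrays left out, the ES_EPZ numbers ranged from 10 to 180 higher and from 2 to 37 lower.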

Gene expression analysis on d6 populations prepared under each condition showed that EPZ treatment (ES_EPZ and ADE_EPZ) resulted in differential gene expression relative to DMSO controls; skewed towards gene activation in line with the repressive function of PRC2 (**Fig 6D and 6E; S1 Table**). 

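Of the 80 genes higher in ES_EPZ, 61 (76.2%) were also higher in ADE_EPZ, and 9 of the 13 lower genes were also lower there. Across genes, which are not independent replicates, the changes in both treatments had a correlation of 0.81. Both are measured against the same Control arrays, and 20 simulations of unchanged groups against shared controls gave a median correlation of 0.5. No gene was higher in both there, which the lack of any change brings about and which decides nothing about the 61 shared genes. Regimens with real but unlike effects were not simulated. In the direct comparison of ADE_EPZ with ES_EPZ, 27 genes were higher and 3 lower. Rarres1 (log2 fold change 3.16, standard error 0.41, limma adjusted p = 2.76e-05) and Ghrl (2.81, standard error 0.37) were among the most increased, and the lower genes were Gm38423, Hrk and Ppp1r16b. Gm38423 was not above background on any ADE_EPZ array, and its decrease is at least 8.26-fold. The calls of the 3 lower genes were each lost in most fits that left out 1 array.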

Although the expression profiles in both EPZ treated populations were highly overlapping, ADE_EPZ yielded the most pronounced shift (**Figs 6D and 6E** and **S8A–S8B**). Despite these changes, PCA analysis demonstrated that both EPZ treatment regimens yielded ADE populations that were largely equivalent to their untreated counterparts (**Fig 6F**). 

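With the EPZ6438 series included, the first components of the centred arrays held 37.5% and 14.1% of the variance. PC1 was 67 ± 1.2 (SD, n = 3) in Control, 84.1 ± 7 in ES_EPZ and 86.8 ± 9.1 in ADE_EPZ, beside 77.2 ± 12 in d6 G+H- and 85.4 ± 5 in d6 G+H+ cells. PC2 was 15.8 ± 3.3 in Control, -21.4 ± 17.8 in ES_EPZ and -34.5 ± 8.9 in ADE_EPZ. Over all probes, the untreated population nearest to ADE_EPZ was d6 G+H- at a distance of 91, with d6 G+H+ at 91.8. For ES_EPZ these distances were 83.6 and 94.2. Control was nearest to d5 Ghigh cells (105.2) and lay 106.1 from ADE_EPZ and 81.8 from ES_EPZ. Since the treated cultures and the sorted populations were hybridised on different slides, these distances include any difference between the batches.

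**Figure D4:**
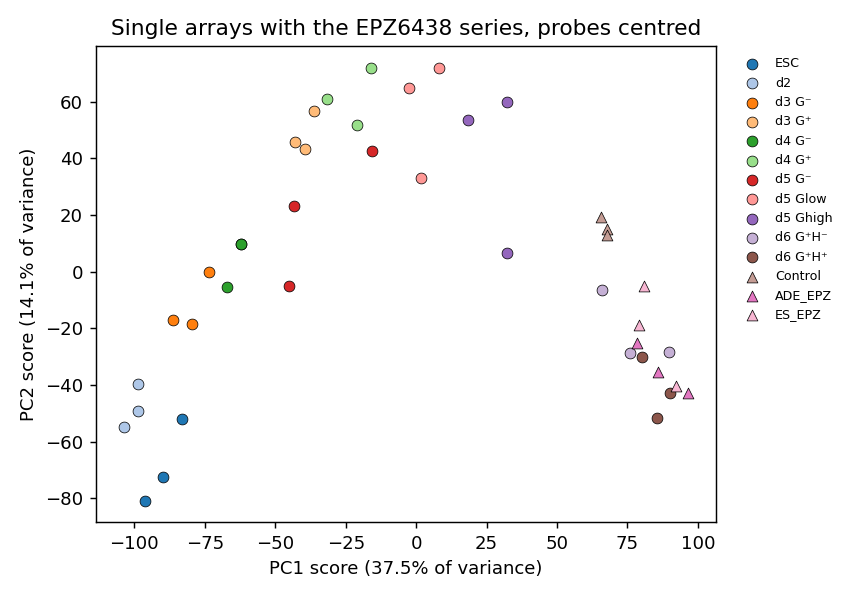
Scores of all 42 arrays on PC1 and PC2 after centring each probe (circles, untreated populations; triangles, Control, ADE_EPZ and ES_EPZ cultures at d6). The ADE_EPZ and ES_EPZ arrays lie with the d6 populations on PC1, and the Control arrays lie higher on PC2.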

Given the apparent discrepancy between this finding and the observed alterations in differentiation efficiency identified by FACS (**Fig 6B and 6C)**, we further characterised the genes whose expression was significantly altered in response to PRC2 inhibition. 

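The changes under EPZ6438 were set beside the change from d5 Ghigh to d6 G+H+ cells, measured on other arrays. Across 22201 genes, which are not independent replicates, Pearson's correlation was 0.64 for ADE_EPZ and 0.65 for ES_EPZ. Of the genes higher in ADE_EPZ, 93.7% also rose from d5 Ghigh to d6 G+H+ cells, with a median log2 change of 1.69, and 97.1% of the lower genes fell, with a median of -1.74. For ES_EPZ the shares were 100% of the higher and 92.3% of the lower genes. A total of 199 genes higher in ADE_EPZ were also higher in d6 G+H+ cells than in ESCs, where 25.2 would be shared by chance, and 167 were also higher in d6 G+H- cells. For ES_EPZ the overlaps were 50 and 48 genes. Of the lower genes, ADE_EPZ shared 44 with d6 G+H+ and 28 with d6 G+H- cells, and ES_EPZ shared 2 and 1. Opposite calls also occurred. Of the genes lower in ADE_EPZ, 19 were called higher in d6 G+H+ and 37 in d6 G+H- cells than in ESCs, and of those higher in ADE_EPZ, 31 and 47 were called lower. For ES_EPZ these numbers were 2 and 2 of the lower and 3 and 4 of the higher genes. Set beside the difference between d6 G+H+ and G+H- cells, in which limma called 0 genes and 1581 probes had an unadjusted p under 0.05, the correlation was 0.46 for ADE_EPZ and 0.37 for ES_EPZ. It was -0.23 and -0.22 beside the change from d5 Ghigh cells to Control, a comparison that holds the Control arrays with the opposite sign and crosses batches.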

The aggregate gene expression changes that followed EPZ treatment represented an enhancement of that observed between the mesendodermal (G^high^) and ADE (G^+^H^+^) untreated populations (**Figs 6E** and **S8A–S8B**). This suggested that the ADE gene expression signature was more prominent in EPZ treated cells, consistent with the observed expansion of this population.

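Genes of the Definitive Endoderm list rose in ADE_EPZ, 33 of 34 of them, with a median log2 change of 1.12, and 9 of them passed the threshold (Fisher's exact test, adjusted p = 7.59e-07). In ES_EPZ 27 of the 34 rose, with a median of 0.62, and none passed. Of the 13 Visceral Endoderm genes, 12 rose in ADE_EPZ with a median of 1.07. Both lists rose by limma's camera test in ADE_EPZ (adjusted p = 2.01e-11 and 1.19e-05) and in ES_EPZ (adjusted p = 9.6e-07 and 0.00202), and also with fry and with an estimated correlation between genes. Hhex rose from a log2 intensity of 10.15 ± 0.37 (SD, n = 3) in Control to 12.41 ± 0.12 in ADE_EPZ (log2 fold change 2.27, standard error 0.4, limma adjusted p = 0.000182). In ES_EPZ its fold change of 1.55 did not pass (limma adjusted p = 0.0347). Cer1 rose by 2.46 in ADE_EPZ (standard error 0.86) in all 9 pairs of arrays without passing (limma adjusted p = 0.0637), and passed when the fit held only arrays of this series. From the overlap with the change between Ghigh and G+H+ cells, the paper proposes that the ADE signature is more prominent after EPZ6438.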

Despite enhanced differentiation and a reduced fraction of undifferentiated cells in the ADE_EPZ population, we observed ectopic expression of pluripotency factors in response to PRC2 inhibition (e.g. *Dppa5a* and *Rex1;* **Fig 6F**). 

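Zfp42, which encodes REX1, rose from a log2 intensity of 7.92 ± 0.37 (SD, n = 3) in Control to 9.43 ± 0.31 in ADE_EPZ (log2 fold change 1.51, standard error 0.34, limma adjusted p = 0.00227). Its level in ESCs was 14.27 ± 0.41. The change lies close to the threshold of 1.5, and the call was lost under 3 of the alternatives and with Control replicate 1 or 2 or ADE_EPZ replicate 2 or 3 left out. Dppa5a rose by 1.54 (standard error 0.42), from 11.81 ± 0.67 to 13.34 ± 0.2, in all 9 pairs of arrays, but did not pass the adjusted p threshold of 0.01 (limma adjusted p = 0.0137). It passed under 2 of the 13 alternatives, only probes well above background and slide as a random block, with adjusted p values from 0.00681 to 0.037 over all of them. ESCs had 16.78 ± 0.17. In ES_EPZ the changes were 0.61 and 0.21 and neither passed. Pou5f1 and Nanog changed by 0.75 and 0.08 in ADE_EPZ and did not pass (limma adjusted p = 0.618 and 0.959). Of the 23 Pluripotency (ICM) genes, 17 rose in ADE_EPZ with a median of 0.76, and Krt42 and Zfp42 passed, which is no enrichment by Fisher's exact test (adjusted p = 0.377). By limma's camera test the list rose (adjusted p = 0.0447). With fry the adjusted p was 0.00685, and with an estimated correlation between genes it was 0.315.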

We identified genes that showed altered expression upon EPZ treatment but, no equivalent change during ADE differentiation; focussing particularly on those upregulated in EPZ to enrich for direct targets of PRC2. 

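Of the 429 genes higher in ADE_EPZ, 222 were not called higher than in ESCs in any ADE population. Of these, 107 were not called in either direction in any ADE population, and 138 of the 429 were called lower in at least 1 ADE population. Of the 175 genes lower in ADE_EPZ, 127 were not called lower in any ADE population. In ES_EPZ 29 of the 80 higher genes were not called higher in any population, and 13 were not called at all. A gene that is not called can still have changed by less than the threshold.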

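The 107 genes higher in ADE_EPZ and not called in any ADE population, under 106 symbols, were compared with the 10 marker gene lists of S2 Table that were held whole. The Definitive Endoderm list had the lowest adjusted p (Fisher's exact test, 0.0708), with 2 genes in the overlap, among them Pax9. No gene of the Neurectoderm, Ectoderm or Trophoblast lists was among them, nor among the 424 symbols of all genes higher in ADE_EPZ. These lists hold 7, 11 and 11 genes, so that an overlap of 0 decides little. The annotation of S8C Fig started from a wider set, the genes upregulated under EPZ6438 without upregulation at d6 against ESCs. That annotation used terms from an outside database, which was not used here.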

As expected, functional annotation identified enrichment of genes important for embryonic development, however terms associated with inappropriate lineage commitment were also identified (**S8C Fig**). Upregulation of genes involved in neuronal and placental development suggested that, whilst PRC2 inhibition enhanced the transcriptional response to signaling in endoderm differentiation, it also allowed for ectopic expression of non-lineage appropriate PRC2 target genes. Indeed, EPZ treatment disproportionately altered the expression of genes that were enriched for H3K27me3 levels at their TSS (**Fig 6G–6H** and **S5 Table**). 

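The 7 Neurectoderm genes had a median log2 change of -0.03 in ADE_EPZ, with 3 rising, and the 11 Trophoblast genes one of 0.35, with 6 rising (limma's camera test, adjusted p = 0.954 and 0.672). Of the Trophoblast list, Eomes and Etv2 were among the genes lower in ADE_EPZ (Fisher's exact test, adjusted p = 0.029). Eomes is also in the Mesendoderm list, which had the same adjusted p among the lower genes, so that its fall is not particular to trophoblast. The Neurectoderm and Trophoblast lists are short, and they are not the gene ontology terms on which the paper's statement rests.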

We classified genes based on whether they lacked (‘-‘), gained, lost or had constitutive (‘+’) TSS associated H3K27me3 levels during differentiation (**S8D Fig**). As previously shown, genes that were up- or down-regulated during endoderm differentiation showed a reciprocal loss or gain of H3K27me3 (**Figs 4D** and **6I**; left panel). In contrast, genes that were differentially expressed upon EPZ treatment were enriched in all H3K27me3 categories (**Fig 6I**; right panel). To investigate non-lineage appropriate changes in gene expression, we compared transcription levels during an ESC to neural progenitor cell (NPC) differentiation [51–53] at the subset of genes that were constitutively associated with H3K27me3 and upregulated upon EPZ treatment during ADE differentiation (n = 270 genes; **Fig 6J**). 

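On its brightest probe, Mapk10 rose by a log2 fold change of 1.71 in ADE_EPZ (standard error 0.28, limma adjusted p = 6.54e-05). No Control array was above background, so that the increase is at least 3.02-fold in this fit. That bound leaves out the error of the estimate and the choice of processing. A second, dim probe of Mapk10 did not change (-0.09). Nrn1 rose by 2.04 (standard error 0.29, limma adjusted p = 1.19e-05), at least 3.8-fold by the same kind of bound, from a level at which 1 of the 3 Control arrays was above background. Cpe rose from a log2 intensity of 8.06 ± 0.35 (SD, n = 3) to 9.95 ± 0.29 (log2 fold change 1.9, standard error 0.4, limma adjusted p = 0.00132). The brightest probe of Zic1 changed by -0.26 (limma adjusted p = 0.829) and its other probe by 1.61 (standard error 0.42, limma adjusted p = 0.00847), so that the call of Zic1 rests on 1 of its 2 probes. Of the other genes marked in Fig 6J, Irx1, Megf10, Pax9, Ly6h, Nr2f2, Pax3 and 2610017I09Rik, now named Pantr1, were called, with log2 fold changes between 1.57 and 3.7. Igfbp5 rose by 2.87 (limma adjusted p = 0.0101) and Sema3c by 1.32 (limma adjusted p = 0.0436), and neither passed. Igfbp5 did pass under 8 of the 13 alternatives, among them slide as a fixed or a random block, with adjusted p values from 0.000202 to 0.0311. In ES_EPZ none of the first 4 genes passed, and Sema3c did, with 2.16. With a normexp offset of 50, the calls of Mapk10 and Nrn1 were lost, with changes of 0.91 and 1.27, and so were those of Irx1, Megf10, Pax9, Nr2f2 and Pantr1. Over the 13 alternatives the calls of Mapk10, Megf10 and Pantr1 were lost under 4 each, that of Nr2f2 under 3, that of Irx1 under 2, and those of Nrn1, Pax9 and Pax3 under 1 each. With ADE_EPZ replicate 1 left out, the calls of Mapk10 (1.44), Pantr1 (1.49), Cpe (1.74, limma adjusted p = 0.0118), Irx1 (1.6, limma adjusted p = 0.0128) and Pax3 (2.06, limma adjusted p = 0.0118) were lost. Of the 6 fits that left out 1 array, the call of Pax3 was lost in 4, that of Irx1 in 3, those of Cpe and Nr2f2 in 2 each, that of Megf10 in 1 (1.49 without Control replicate 3), and that of Sema3c in ES_EPZ in 4.

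**Figure D5:**
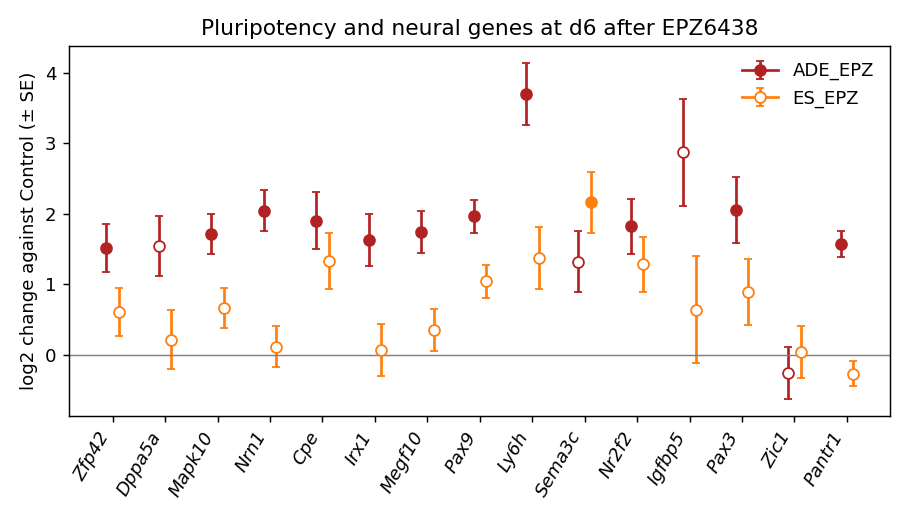
Log2 change against Control of the pluripotency genes Zfp42 and Dppa5a and the genes named with Fig 6J in ADE_EPZ (red) and ES_EPZ (orange), on the brightest probe of each gene with its standard error (n = 3 arrays per group). Filled points passed the threshold, and Zic1 is near 0 on this probe.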

Strikingly, this comparison showed specific up-regulation of a subset of neural genes, including mitogen-activated protein kinase 10 (*Mapk10*), neuritin 1 (*Nrn1*), carboxypeptidase E (*Cpe*) and zinc finger of the cerebellum (*Zic1*), supporting the notion that PRC2 inhibition enhanced ADE differentiation while simultaneously promoting ectopic expression of non-lineage appropriate genes.

## Discussion

Here, we employed a highly reproducible 2D mouse ES differentiation model [30–32] to generate a temporal map of the epigenetic and transcriptional landscape as pluripotent stem cells differentiate through a PS stage toward definitive endoderm. The cell-state transitions that occur during this differentiation model mimics those observed in the gastrulating embryo. We leveraged this system to determine the temporal relationship between histone modification levels and transcription, to assess their contribution to gene regulation, and to determine the impact of PRC2 deficiency on the differentiation pathway.

### H3K27me3 and the dynamics of gene regulation—Cause or Consequence?

Our data show that H3K4me3 tracks with the transcriptional upregulation of genes during differentiation and is not predictive of subsequent up-regulation. This is consistent with studies demonstrating that H3K4me3 deposition and transcription are intimately and reciprocally coupled [54–58]. In contrast, a reduction in H3K27me3 at upregulated genes during the stage equivalent to the epiblast to mesendoderm transition was delayed relative to the up-regulation of transcription by as much as 24 h (**Figs 5** and **S6**). This aligns with our previous observation that small transient transcriptional fluctuations characteristic of ESC Epi-PrEn lineage priming are not accompanied by a detectable shift in promoter proximal H3K27me3 levels [59]. Together, these findings suggest that gene activation does not need the prior removal of H3K27me3, and supports the notion that PcGs are not de facto transcriptional repressors, but rather act to enable fluctuations by preventing its escalation beyond a modest level. This concept mirrors the situation in *Drosophila*, where PcG proteins bind to the regulatory elements of repressed genes to stabilise and perpetuate transcriptional silencing rather than to initiate it [60–62].

It has been shown that a lack of transcription is a prerequisite for PRC association to CGIs [45,63,64] and that inhibition of transcription leads to PRC2 recruitment to previously ‘active’ CGIs [65]. These studies suggest that polycomb recruitment to CGIs is the default state, counteracted by transcription, as previously suggested in flies [62] and in mammals [66]. While our findings corroborate the idea that PRCs acts to resist transcription to ensure the appropriate gene expression landscape is established during developmental programmes, our data do not support an instructive role for PRCs in establishing the transcriptional landscape of specific cell types.

### H3K27me3 and the canalization of lineage specific transcription

Loss of function mutations in core mammalian PcG components result in developmental failure between implantation and gastrulation, making it difficult to determine the exact nature of the resulting transcriptional dysregulation that occurs in vivo at such early developmental stages. A recent study has shown that loss of PRC2 catalytic activity phenocopies PRC2 deficiency in mESCs [67] and so acute inhibition is a good proxy for loss of PRC2 function during PS formation. Here we find that inhibition of PRC2, either directly before or during directed endoderm differentiation, resulted in a global reduction in H3K27me3 levels, and increased the production of cells that express both HHEX and GSC and that have a gene expression profile that substantially overlaps with that of ADE (**Fig 6**) suggestive of enhanced ADE differentiation. These findings are however at odds with previous work that found that reduced H3K27me3 deposition caused impaired mesendodermal differentiation [68]. Whilst the reason for this discrepancy is unknown, the conclusions from this study were based on constitutive genetic PRC2 ablation rather than short-term acute PRC2 inhibition. The elevated levels of mesendodermal gene expression observed in PRC2 deficient ESCs could have directly impaired differentiation and/or reduced the relative fold transcriptional activation observed. More likely however, is the fact that this study uses an un-constrained differentiation paradigm based on LIF withdrawal, whereas here we employ a defined regimen of cytokines to direct endodermal differentiation [68].

Although the endoderm expression programme was enhanced by acute PRC2 inhibition, we also found ectopic expression of non-lineage appropriate markers, including pluripotency factors, as has been observed previously [68]. This suggests that loss of PRC2 activity allows for inappropriate erosion of repression that would normally act to safeguard the expression programme during developmental cell state transitions. In *Drosophila*, there is evidence that polycomb buffers against developmental noise [69]. In mammals, loss of either PRC1 or PRC2 leads to perturbed brain development due to the inappropriate upregulation of TFs [70–72]. Similarly, loss of PRC2 specifically in striatal neurons in adult mice leads to the de-repression of an ectopic gene expression programme and neurodegeneration [73].

Conrad Waddington introduced the concept of canalization as a buffer against genetic and environmental variability perturbing the phenotype [33]. Cells progress down the valleys blocked from lineage inappropriate decisions and the escape from lineage trajectories. The hills and troughs that funnel cell state transitions and developmental decisions are sculpted by a combination of the signalling environment, gene regulatory networks and epigenetic mechanisms that modulate transcription. Our findings suggest that PRC factors both restrain exit from the desired trajectory by canalizing gene expression programmes and control the incline upon which a cell tracks towards a new state.

## Materials and methods

### ESC culture, ADE differentiation and EPZ treatment

HRS/Gsc-GFP dual reporter cells ([74]; **S1A Fig**) were cultured in ESC medium + LIF as previously described [59] and differentiated according to our standard ADE differentiation protocol [32]. To generate sufficient cells for Fluorescence Activated Cell Sorting (FACS), ADE differentiation was performed in T75 flasks (Corning, Corning, NY 14831) alongside a 6-well plate (Corning) that was analysed by flow cytometry at d6 to ensure differentiation occurred as expected. As cell density increased up to day 5 of differentiation, and the populations to be isolated constituted different relative proportions of the total cell number for each day (**S1C Fig**), the number of T75 flasks required at different time points varied. For inhibitor treatments, cultures were supplemented with either 1:4000 DMSO (control) or 2.5 μM EPZ6438 (EPZ; from 10 mM stock in DMSO) as indicated in **Fig 6**.

### Quantitative RT-PCR

SuperScript III reverse transcriptase (Thermo Fisher Scientific) was used to perform first-strand synthesis on 1 μg of total RNA according to the manufacturer’s instructions. Standard curves were generated using a mix of concentrated cDNA from all samples and cDNA equivalent to 20 ng of total RNA was used in each reaction. Amplification was detected using the Universal Probe Library system on a Roche LightCycler 480 (Roche, Germany) and data was normalised to the geometric mean of housekeeping genes *Tbp*, *Pgk1* and *Sdha* and analysed using the methods described in [75]. Raw qRT-PCR data is provided in **S8 Table**.

### Flow cytometry and analysis

For flow cytometry analysis, HRS/Gsc-GFP dual reporter cells at day 6 of the ADE differentiation were isolated by washing the cells twice with PBS (Sigma; suitable for cell culture; without CaCl or MgCl) and after aspiration adding 1 ml/well attenuated trypsin (0.025% trypsin (Invitrogen 15090–046), 1.27 mM EDTA, 1% Chicken serum (Sigma C5405) in PBS) and incubating at 37°C for 2–3 mins. The plate was tapped vigorously and trypsin was then inactivated by adding 9 ml FC buffer (10% fetal calf serum in PBS), followed by extensive pipetting to obtain a single cell suspension. The cells were counted using a Scepter cell counter or a Neubauer hemocytometer and kept on ice during the antibody staining. All centrifugation was performed at 330 g for 2–3 mins. Cells were washed twice by centrifuging, aspirating, adding 10 ml FC buffer and pipetting to re-establish single cell suspension. Antibody staining for Cxcr4 was performed for 20 mins on ice using 1:100 APC-conjugated Rat anti-Mouse CD184/Cxcr4 (BD Pharmingen) in FC buffer and cells were then washed twice in FC buffer and resuspended in 1 μg/ml DAPI in FC buffer at ~10–15 M cells/ml to label dead cells and run the suspension through a cell strainer. Flow cytometry analysis was performed using a BD LSR Fortessa. Visualisation and further analysis was performed using FCS Express 4 Flow Research. FACS data used for plotting and statistical analysis is provided in **S8 Table**.

### Microscopy

To generate the images shown in **S1B Fig**, HRS/Gsc-GFP dual reporter cells were plated on 8-well μ-Slides (Ibidi, cat. no. 80821) coated with 0.1% gelatin and differentiated according to our previously described ADE differentiation protocol [32]. After washing with PBS, the cells were imaged at 100x magnification using a Nikon widefield fluorescence microscope. Imaging settings were stored and reapplied to acquire images on consecutive days. The resulting images were subjected to rolling ball background subtraction and contrast brightness enhancement in ImageJ, applied equally across all images.

### RNA extraction and microarray processing

RNA was extracted from 0.1–0.5 × 10^6^ ESCs / FACS purified ADE cells using an RNeasy Mini kit (Qiagen; 74104). RNA quantification and assessment of integrity was performed using the total RNA nano chip (Agilent; 5067–1511) and measured on an Agilent Bioanalyzer. 150 ng of purified RNA was mixed with RNA standards (One Colour RNA Spike-In Kit; Agilent 5188–5282) and the mixture labelled with LowInput QuickAmp Labeling Kit One-Color (Agilent 5190–2305). For each sample, 600 ng of Cy3-labelled cRNA was fragmented at 60°C for 30 min then mixed with an equal volume of 2x Agilent hybridization buffer and hybridised to an Agilent-028005 SurePrint G3 Mouse GE 8x60K Microarray (Agilent; G4852A) for 17 h at 65°C. Following hybridisations, microarrays were washed and scanned on a Surescan G2600D scanner (serial: SG12524268) using Agilent Scan Control 9.1.7.1 software with default settings. Signal intensity values were extracted from the resulting single channel TIFF images using Agilent feature extraction software (Agilent Feature Extraction 11.0.1.1) with default parameters (AgilentG3_HiSen_GX_1color). All steps were carried out in accordance with manufacturer’s instructions unless otherwise stated.

### 4sU sample preparation and sequencing

4sU incubation was performed in ADE differentiation medium (ADEM) from the T75 flasks to be used for sorting. To obtain the ADEM, 15 ml of ADEM was pipetted from each T75 flask, flasks were returned to the incubator and the extracted ADEM was pooled and centrifuged at 1000 g for 5 mins to remove cell debris. In the following steps, flasks were treated in the same order for every action taken in batches of up to 6 flasks to avoid timing differences between flasks. After aspiration, 5 ml pooled ADEM (negative control; 1–2 flasks per sort) or 5 ml pooled ADEM containing 500 μM 4sU were added and flasks were then returned to the incubator. After exactly 20 mins, flasks were aspirated, washed with 10 ml PBS (Merck; D8537), aspirated again and incubated for 3 min at 37°C in 2ml per flask of attenuated trypsin (0.025% (v/v) trypsin (Thermo Fisher Scientific; 15090–046), 1.27 mM EDTA, and 1% (v/v) Chicken serum (Merck; C5405) in PBS (Merck; D8537)). Cells were then released from the flask by tapping and attenuated trypsin was inactivated by adding 8 ml ice-cold flow cytometry buffer (FC buffer—10% FCS in PBS). Cell suspensions from all flasks with the same treatment in the batch were then pooled, pipetted repeatedly to obtain a single cell suspension, counted using a hemocytometer (Neubauer) and stored on ice. This process was repeated when required (for d3 & d4 samples) until a sufficient number of cells were obtained for the sorting procedure (~1 × 10^8^ cells). All centrifugation steps hereafter were performed at 400 g for 3 mins. Samples were centrifuged, aspirated, resuspended in ice-cold FC buffer at 1–1.5 x 10^7^ cells/ml and passed through a cell strainer (Corning; 352235). Negative control cells were not sorted and kept on ice during the sorting procedure. 4sU-labelled cells were sorted on a BD FACSAriaIII into 5 ml Falcon tubes (Corning) at 4°C containing 1 ml of ice-cold FC buffer. After sorting 1 million cells, the tube was transferred to ice in the dark and replaced with a fresh 5 ml Falcon tube containing 1 ml of ice-cold FC buffer and this process was repeated until all 4sU-labelled cells were sorted. Samples were centrifuged, resuspended in 100 μl of ice-cold PBS and cells from the same population were pooled to obtain an equal number of cells for each population, equivalent to the population that generated the lowest number of cells and an identical number of cells was taken from the unsorted and unlabelled negative control sample. All samples were then transferred to 1.5 ml DNA LoBind tubes (Eppendorf), added up to 1 ml using ice-cold PBS, centrifuged, aspirated and agitated to resuspend cells in the remaining PBS (<10 μl). Cells were lysed by adding 1 ml of Trizol reagent (Thermo Fisher Scientific) equilibrated to RT. After 5 mins of incubation at RT, samples were stored at -20°C. 4sU incorporated RNAs were isolated as previously described [3]. Individual purified libraries were pooled into two six-sample equimolar pools containing the indexes 3–8 (NEBNext multiplex oligos for Illumina, set 1, E7335) and deep-sequenced at BGI on a HiSeq4000 (paired-end 100-bp reads).

### Native chromatin immunoprecipitation and sequencing

Native ChIP was performed on 0.5–1 × 10^6^ flow sorted ADE cells and immunopurified with either anti-H3K4me3 (07–473; Millipore) or anti-H3K27me3 (07–449; Millipore) as previously described [59]. ChIP libraries were prepared according to [56] with modifications described in [59]. Replicate sample libraries (n = 2/3) were either combined into equimolar pools prior to sequencing or in silico following sequencing. Libraries were sequenced on an Illumina Hi-seq 2000 system following the standard Illumina protocol to generate single-end 42 or 49 bp reads (The Danish National High-Throughput DNA Sequencing Centre).

### Computational analysis

#### Microarray processing and gene expression analysis

Microarray data was processed with custom scripts in R. Briefly, raw signal quantitation files were read using the ‘read.maimages’ function in the limma package in R with source set to "agilent” and annotation based on the Agilent annotation file (‘028005_D_20130207.gal’) [76]. Duplicate probe intensity values were replaced with their arithmetic mean. Processed intensity values were produced using the limma package by background correction (’normexp’ with an offset of 10) followed by quantile normalisation across all samples (R/Bioconductor; [76,77] (http://www.R-project.org/)). Differential gene expression analysis was performed on log_2_ normalised intensity values for all 55,681 unique probes (excluding control probes) with linear modelling and eBaysean statistics implemented using the limma ‘topTable’ function with Benjamini-Hochberg multiple testing correction for each sample comparison. Genes were considered to be differentially expressed if they had a corrected p value of ≤ 0.01 and a log_2_ fold change (FC) of ≥ 1.5 or ≤ -1.5 (or a cut-off p value of ≤ 0.05 in the mRNNA vs 4sU analysis in **Fig 2**).

#### Native ChIP-seq mapping, processing and visualisation

For each sample (ADE D3-6 ChIP-seq and ADE Day 6 inputs), multiple raw Fastq files were merged together and mapped to the mouse genome (mm9) using bowtie2 with the following options (—local -D 20 -R 3 -N 1 -L 20 -i S,1,0.50) [78]. Using the HOMER package [79], SAM files were converted into tag directories and multi-mapping reads were removed using makeTagDirectory (parameters: -unique -fragLength 150). Mapped regions that, due to fragment processing, extended beyond the end of the chromosomes were removed using removeOutOfBoundsReads.pl. Peak finding was performed using the MACS2 (v2.1.1) ‘callpeak’ function with default settings [80]. Peaks with a MACS2 threshold of ≥25 were retained and combined into a single interval file for either H3K27me3 or H3K4me3 using the BEDTOOLs ‘mergeBed’ function with the following parameters (-d 300) [81]. Genes were considered to be associated with an H3K27me3 peak if they were within ± 500 bp of a Refseq TSS determined using the BEDTOOLs ‘intersect’ function [81]. The same approach was used to intersect gene TSSs with biochemically annotated CGIs [82]. For visualisation, genome browser files (.bw) were generated using makeUCSCfile with the following options (-bigWig -fsize 1e20) with normalisation (-norm) set to 4 x 10^6^ and 10 x 10^6^ reads for H3K4me3 and H3K27me3 respectively. Signal quantitation was performed for Refseq annotated TSSs using the HOMER package. For region quantitation, read coverage was determined at TSS (+/- 500 bp) with the following parameters (-size "given" -noann -nogene -noadj). For heatmaps, read coverage was determined (+/- 5 kb) with the following parameters (-size "given" -noann -nogene -noadj -hist 100 -ghist). Data visualisations and statistical analysis were performed using custom R scripts.

#### 4SU-seq mapping, processing and visualisation

For mapping and manipulation of 4sU-seq data from the ADE differentiation generated in this study and published ESC to NPC differentiation data (GSE115774 [53]). Following demultiplexing, Fastq files were aligned to the mouse genome (mm9 build) using Bowtie2 v2.2.6 for paired-end sequence data with default settings. Aligned.SAM files were converted into tag directories using the HOMER package (v4.8) using the “makeTagDirectory” function with the following parameters (-format sam -flip–sspe) [79]. Genomic intervals that extended beyond the end of the chromosomes were removed using the “removeOutOfBoundsReads.pl” function. Strand-specific browser track files in “bigWig” format were generated and combined replicate data using “makeUCSCfile” with the following parameters (-fsize 1e20 -strand +/− -norm 5e7 -lastTag -color 25,50,200). HOMER was used to quantify 4sU-seq read coverage across all gene introns and/or exons based on a Refseq annotation (mm9 genome build; ‘.gtf’ format). Coverage was determined using ‘analyzeRepeats.pl’ with the following parameters (-count exons/introns -strand + -noadj). For ADE, expression values were converted into reads per kilobase (RPK) and differential gene expression analysis performed as for the microarray-based gene expression analysis (using custom scripts in R). For published NPC data (GSE115774 [53]), values were averaged from two independent replicates, converted into RPK values (plus a one read offset) and then normalised across ESCs and NPCs using ‘normalizeQuantiles’ from the limma package (R/Bioconductor; [76,77] (http://www.R-project.org/)).

For the dReg analysis of enhancers, 4sU-seq data in BAM file format was run through the dReg algorithm via the web-based interface with default parameters (https://dreg.dnasequence.org/; [41]). dReg peaks were combined using the bedtools ‘merge’ function and then read signal was quantified across these regions using the ‘annotatePeaks.pl’ in the HOMER package using the following parameters (-size given -noann -nogene -norm 100e6 -strand both). Quantitation files to generate heatmaps and meta-profiles were generated using the ‘annotatePeaks.pl’ in the HOMER with the following parameters (-size 10000 -hist 100 -ghist -noann -nogene -norm 1 x 10^8^ -strand both/-/+). Data visualisations and statistical analysis were performed using custom R scripts.

#### Cluster analysis

All clustering was performed on distance matrices computed using the ‘dist’ function in R (method = euclidian). The resulting matrices were clustered using the ‘hclust’ function in R (method = complete). For microarray expression data, clustering was performed on correlation scores for the expression profiles of each gene across the differentiation (**Fig 1**). For ChIP-seq data, correlations were computed for all TSSs (+/- 500 bp) based on the d3 G^-^ and d6 G^+^H^+^ H3K27me3 and H3K4me3 data. For this analysis, ChIP quantification data was scaled (using the ‘scale’ function in R) to ensure an equal contribution from both modifications to the clustering outcome (R/Bioconductor; [77] (http://www.R-project.org/)).

#### Gene function analysis

Functional enrichment analysis (Gene Ontology; GO) was performed using the G Profiler algorithm for both ‘Cell Component’ and ‘Biological Process’ terms. Results were filtered based on an FDR of 0.01. Functional enrichment analysis for genes grouped based on clustering of TSS ChIP-seq signal (**S5 Fig**) was performed using the ‘enrichGO’ function in the clusterProfiler R package with the following parameters (OrgDb = "org.Mm.eg.db", keyType = "SYMBOL", ont = "BP", pvalueCutoff = 0.01 and pAdjustMethod = "BH") and visualised using the ggplot2 package using custom scripts [83]. The full list of results are provided (**S6 Table)**. For targeted analysis, enrichment of manually annotated gene sets (**S2 Table)** was determined by comparing the intersection between functional lists and differentially expressed lists. Statistical analysis was performed using a Fishers test and Benjamini–Hochberg correction for multiple testing.

## Supporting information

S1 Fig Validation of in vitro differentiation. A) Targeting strategies employed for the construction of the B6 GSC-GFP and HHEX-RedStar double reporter mESC line [31,35]. B) Fluorescent and brightfield images (upper panel) and FACS scatter plot profiles (lower panel) of B6 reporter ESCs undergoing ADE differentiation on days 3–6. FACS profiles include GSC-GFP and HHEX-RedStar reporter fluorescence and immunofluorescent detection of the definitive mesendoderm marker CXCR4 (using anti-CXCR4-APC). Scale bars; 100 μm. C) FACs analysis profiles to determine sample drift between the indicated gates following the FACS collection period (≤ 2 h). Percentages in the original gates and in the post sort analysis are indicated. D) Quantitative RT PCR analysis of *Gsc*, *Hhex*, *Pou5f1* and *Cer1*. Relative expression between differentiation samples was calculated by normalizing the transcript number by the geometric mean of *Tbp*, *Pgk1* and *Sdha* expression. Error bars represent the standard deviation of the mean of ≥ 3 independent experiments.
(PDF)

S2 Fig Gene expression changes during in vitro differentiation. **A**) Pairwise scatter plots (left panel) and summary barplot (right panel) showing the number of differentially expressed genes between each ADE population vs. ESCs. Upregulated and down regulated genes are shown in red and blue respectively. The number of significant genes are noted in parenthesis (RefSeq annotation). Differentially expressed genes are defined as those with a log_2_ fold change of *≥* 1.5 and an adjusted p value of ≤ 0.01 (Benjamini & Hochberg multiple testing correction). **B**) Plots depicting the aggregate expression profile of the genes in each of the clusters defined in **Fig 1E**. The heavy dashed line, dark grey shaded area and light grey shaded areas represent the median, 25^th^ to 75^th^ percentile range and 10^th^ to 90^th^ percentile range of the log2 fold change for each gene set respectively. Significantly enriched functional gene sets for each of the clusters are indicated below their respective plot (p≤0.05* and p≤0.01** using a Fischer’s exact test with Benjamini & Hochberg multiple testing correction). Significantly enriched transcription factor motifs proximal to the TSSs (+100 bp to -50bp) are indicated to the right of each plot (p≤ 0.01 Benjamini multiple testing correction).
(PDF)

S3 Fig Genes upregulated in 4sU-seq only have a higher proportion of unspliced transcripts. **A**) Boxplots showing length corrected log_2_ exon/intron ratios for all (grey) or upregulated (red; in d3 G^+^ vs. G^-^) for the indicated populations. Significant changes in log_2_ ratios were determined using a Wilcoxon rank-sum test (p values as displayed). Data represents the mean of three independent replicate experiments.
(PDF)

S4 Fig Transcriptional profiling identifies prospective enhancer signatures at loci proximal to differentially regulated genes. **A**) Genome browser tracks of normalised 4sU-seq signal at candidate gene loci with differentially expressed dREG peaks proximal to differentially regulated genes. Data and genes are presented as in **Fig 2A** and dREG peaks are indicated with black arrow heads. **B**) Boxplots showing the log_2_ ratio (G^+^/G^-^) of normalised 4sU-seq signal for dREG peaks across a range of distance separations from differentially regulated genes (in d3 G^+^ vs. G^-^). Plots show the log_2_ ratios for d3 and d4 of differentiation (upper and lower panels respectively) at dREG peaks associated with downregulated (blue) and upregulated genes (red). Boxplots depict the median and 25%-75% data distribution (black bar and coloured box respectively). Significant changes between the populations for each distance and condition for the raw, unlogged values, are indicated above their respective plot (p≤0.05* and p≤0.01** determined using a Wilcoxon signed rank test). Data shown in (**A**) and (**B**) represent the mean of three independent replicate experiments.
(PDF)

S5 Fig Dynamic changes in H3K4me3 and H3K27me3 during differentiation. Genome browser tracks of ChIP-seq signal for H3K4me3 (left panel) and H3K27me3 (right panel) at the **A**) *Gapdh* and **B**) *Hoxb* gene loci (annotated as per the mm9 genome assembly). **C**) Heatmaps of H3K4me3 (left) and H3K27me3 (right) ChIP-seq signal spanning +/- 5 kb of gene TSSs grouped and ordered based on clustering of the TSS (+/- 500 bp) ChIP-seq signal from d3 G^-^ and d6 G^+^H^+^ populations for both histone modifications. Heatmaps are sub-divided into 11 clustered groups, and the percentage of genes with a CGI TSS in each group is shown in parenthesis. The signal scale for each modification is shown below their respective heatmap. **D**) Summary boxplots of normalised H3K4me3 and H3K27me3 ChIP-seq signal at the TSSs (+/- 500 bp; left and middle panel respectively) and gene expression levels (right panel) for six representative clusters from panel (**D**). **E**) The top five enriched functional gene ontology terms (biological process) for each of the ChIP-defined clusters shown in (**C**; N.B. cluster seven is absent as it lacked any significantly enriched terms). Gene count and adjusted p-values are indicated as per the key. Full lists of enriched functional terms for each cluster are provided in **S6 Table**. ChIP-seq data shown in (**A—D**) and gene expression data shown in (**D**) represent the mean of two and three independent replicate experiments respectively.
(PDF)

S6 Fig Changes in TSS H3K27me3 levels are temporally subordinate to changes in gene transcription. **A**) MA plots of gene sets that show consistent differential transcription/4sU-seq signal between the G^+^ and G^-^ populations at d3 and d4 of ADE differentiation. Upregulated and downregulated genes are coloured in red and blue respectively and the number of genes are noted in parenthesis in the lower panel. **B**) Summary boxplots of log_2_ G^+^/G^-^ ratios for the gene and datasets shown in panel **A**. **C**) Scatter plots depicting the log_2_ G^+^/G^-^ transcription/4sU-seq signal ratios (x axis) vs. the log_2_ G^+^/G^-^ ratio of H3K4me3 ChIP-seq signal at the TSS (+/- 500bp; y axis) of the differentially transcribed genes shown in **A**. **D**) Summary boxplots of the log_2_ G^+^/G^-^ ratio of H3K4me3 ChIP-seq signal at the TSS (+/- 500 bp; y axis) for the gene and datasets shown in (**C**). Significant changes between the populations for each day for the raw, unlogged values, are indicated above their respective plot (p≤0.05* and p≤0.01** determined using a Wilcoxon signed rank test). **E**) As for (**C**) but for H3K27me3 ChIP-seq data. **F**) As for (**D**) but for H3K27me3 ChIP-seq data. 4sU-seq data (**A** and **B**) and ChIP-seq data (**C—F**) represent the mean of three and two independent replicate experiments respectively.
(PDF)

S7 Fig Invariant TSS H3K27me3 at genes with high levels of transcriptional activation in G^+^ vs. G^-^ cell populations. **A**) Genome browser tracks of ChIP-seq signal for H3K27me3 (upper panel) and 4sU-seq (lower panel) from the d3 G^+^ population at the *Gsc* gene loci (annotated as per the mm9 genome assembly). The 4sU-seq signal is coloured according to the transcribed strand (positive—black and negative—grey). Normalised read depths are indicated in parenthesis for each data type. Tracks represent a single matched experiment or combined replicates (n = 2) for 4sU-seq and ChIP-seq respectively. **B**) Scatter plots of all gene TSSs that are upregulated in G^+^ vs G^-^ populations for both D3 and D4 of differentiation (Up; in red) and the subset of TSSs that are in the upper 50% of H3K27me3 ChIP-seq and 4sU-seq signal (4sU+K27+Up; red with black circles) from the d3 G^+^ population. Plots represent (in order from top to bottom) the H3K27m3 ChIP-seq signal (TSS +/- 500 bp from the d3 G^+^ population), 4sU-seq signal (from the d3 G^+^ population) and the ratio of H3K27me3 ChIP-seq signal (TSS +/- 500 bp) between G^+^ and G^-^ populations at day 3 and 4 of differentiation. 4sU-seq data and ChIP-seq data represent the mean of three and two independent replicate experiments respectively. **C**) Boxplot of log2 H3K27me3 ratios (G^+^/G^-^) for all upregulated and 4sU+K27+ upregulated gene sets at day 3 and day 4 of differentiation (number of genes based on gene symbol annotation). Significant changes between the populations for each gene set are indicated above their respective plot (> 0.05^n/s^, p≤0.05* and p≤0.01**; determined using a Wilcoxon signed rank test). ChIP-seq data represent the mean of two independent replicate experiments. **D**) Genome browser tracks of ChIP-seq signal for H3K27me3 (upper panel) and 4sU-seq (lower panel) for the genes indicated in panel (**B;** 1–5). Tracks are displayed as in panel (**A**).
(PDF)

S8 Fig Characterisation of endodermal differentiation following PRC2 inhibition. **A** & **B**) Venn diagram comparing the overlap between differentially expressed gene (DEG) sets. Overlap for up and down-regulated DEGs are shown for; ADE d6 G^+^H^+^ vs ESCs, ADE d6 G^+^H^-^ vs ESCs, ES_EPZ treated ADE d6 vs control treated ADE d6, and ADE_EPZ treated ADE d6 vs control treated ADE d6. **C**) The top 20 significantly enriched biological processes terms from a GProfiler GO analysis performed on the genes set that were upregulated upon EPZ treatment but not in ADE d6 vs ESCs (all displayed results have an adjusted p.value < 0.05). **D**) Heatmap of H3K27me3 ChIP-seq signal at TSSs (+/- 5 kb) subdivided into genes with no/low H3K27me3 levels (‘-’), gain H3K27me3 levels, lose H3K27me3 levels or consistent positive H3K27me3 levels (‘+’) throughout the ADE differentiation for the indicated samples.
(PDF)

S1 Table Summary Gene Expression Data. Data table of normalised microarray expression data, differential gene expression analysis statistics and ADE cluster assignment. This includes expression data for ESCs, ADE populations and EPZ treated d6 ADE populations. Data is annotated for both microarray probes and genes (RefSeq and Gene Symbols) for the mm9 genome build and includes gene cluster assignments as defined in **Fig 1**.
(XLSX)

S2 Table Marker Gene Lists. Data table listing the marker gene sets used in enrichment analyses.

S3 Table Expression Data for Day 3 and 4 ADE Populations. Data table of normalised expression data (total RNA/microarray and 4sU-seq) and differential gene expression analysis statistics for ADE d3 and d4 G^+^ and G^-^ populations. Data is annotated for both microarray probes and genes (RefSeq and Gene Symbols) for the mm9 genome build and includes gene set assignments as defined in **Fig 2**. 4sU-seq expression data is given as normalised read per kilobase (RPK) values for both introns and exons (summed values for all introns and exons per gene where applicable).
(XLSX)

S4 Table 4sU-seq Signal at Putative Enhancers in Day 3 and 4 ADE Populations. Data table of normalised 4sU-seq signal at putative enhancer ‘peaks’ identified in Day 3 and 4 ADE populations by the dREG algorithm. Regions are annotated according to the mm9 genome assembly. Proximity of dREG peaks to the nearest neighbouring gene (RefSeq annotation) within the specified size windows is indicated (0 and 1 indicate no-overlap and overlap within the specified window respectively).
(XLSX)

S5 Table Summary H3K4me3 and H3K27me3 ChIP-seq Data. Data table of normalised expression data (total RNA/microarray and 4sU-seq), differential gene expression statistics (total RNA/microarray and 4sU-seq) and ChIP-seq signal (H3K4me3 and H3K27me3) for all mouse genes across the ADE populations (annotated with microarray probe ID, RefSeq and gene symbol annotations). Normalised signal for ChIP-seq and input samples are given for RefSeq gene TSSs (+/- 500 bp; mm9 genome build coordinates). Differential expression cluster assignment (relating to **Figs 5 and S6**) is indicated by ‘0’ and ‘1’.
(XLSX)

S6 Table Functional Enrichment Analysis for Histone-Mark-Defined Gene Clusters. Summary of significantly enriched functional terms (biological process) for gene sets clustered based on TSS-associated (+/- 500 bp; mm9) histone mark signal (H3K4me3 and H3K27me3) across the ADE differentiation. Gene set clusters defined as indicated in **S5C–S5F Fig**.
(XLSX)

S7 Table Summary Gene Expression Data Comparing ADE and NPC Differentiations. Data table of differential gene expression analysis statistics for ADE and NPC differentiations (relating to **Fig 6**). ADE expression data was taken from this study and compared to NPC differentiation data from [53].
(XLSX)

S8 Table Raw Data Underlying Figs 6C and S1D. Raw data values used to compute plots shown in **Figs 6C** and **S1D.** Specific details are indicated for each dataset within the respective tables.
(XLSX)

# Supplementary material for: PRC2 promotes canalisation during endodermal differentiation
**Source:** PLoS Genet. 2025 Jan 30;21(1):e1011584. doi: 10.1371/journal.pgen.1011584
**Supplement:** S1 Fig — A) Targeting strategies employed for the construction of the B6 GSC-GFP and HHEX-RedStar double reporter mESC line [31,35]. B) Fluorescent and brightfield images (upper panel) and FACS scatter plot profiles (lower panel) of B6 reporter ESCs undergoing ADE differentiation on days 3–6. FACS profiles include GSC-GFP and HHEX-RedStar reporter fluorescence and immunofluorescent detection of the definitive mesendoderm marker CXCR4 (using anti-CXCR4-APC). Scale bars; 100 μm. C) FACs analysis profiles to determine sample drift between the indicated gates following the FACS collection period (≤ 2 h). Percentages in the original gates and in the post sort analysis are indicated. D) Quantitative RT PCR analysis of Gsc, Hhex, Pou5f1 and Cer1. Relative expression between differentiation samples was calculated by normalizing the transcript number by the geometric mean of Tbp, Pgk1 and Sdha expression. Error bars represent the standard deviation of the mean of ≥ 3 independent experiments.

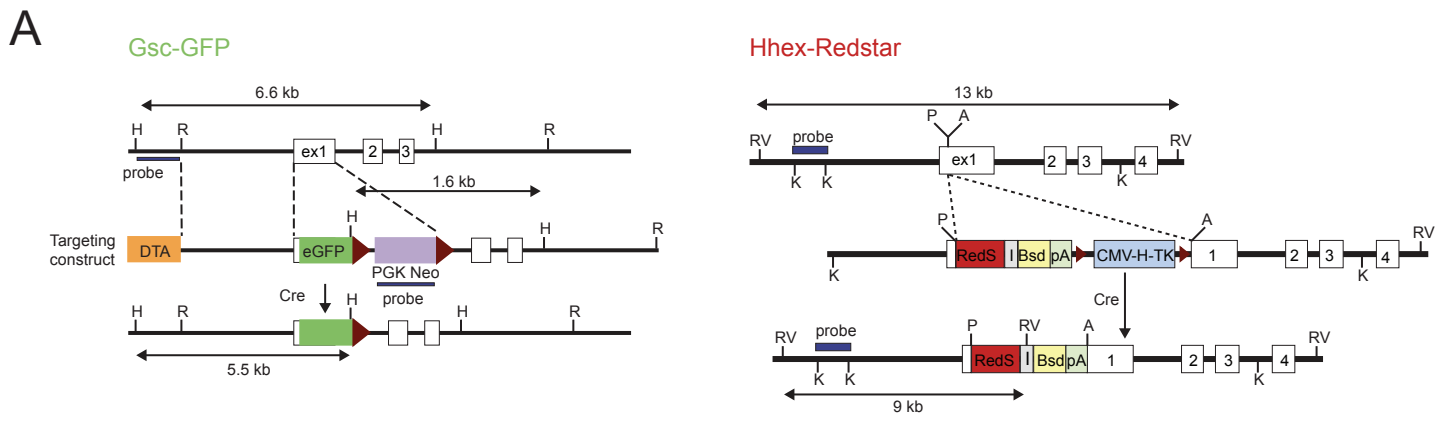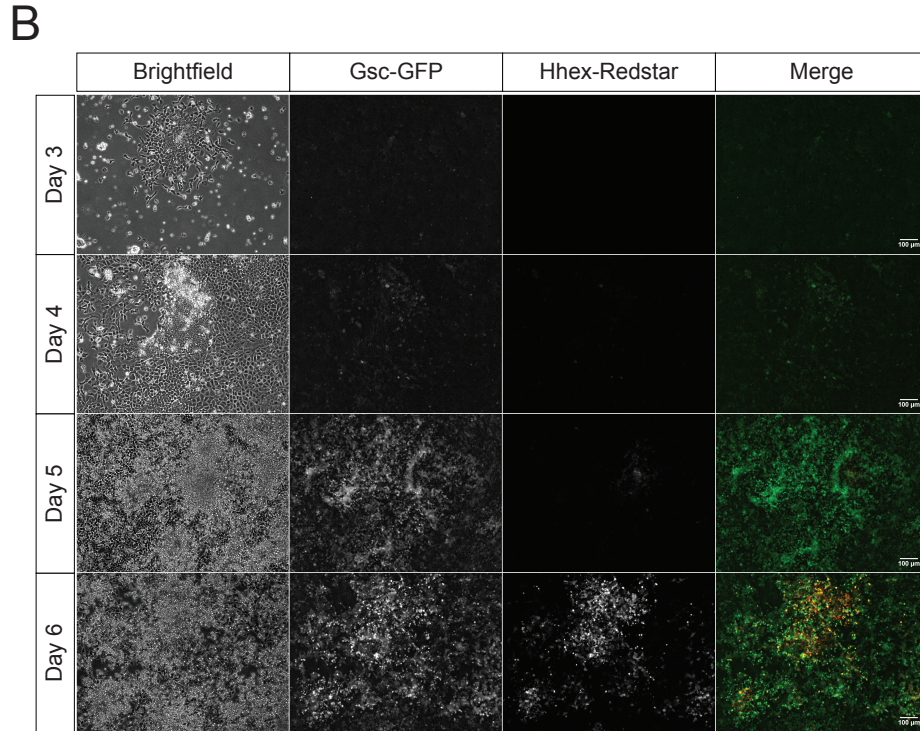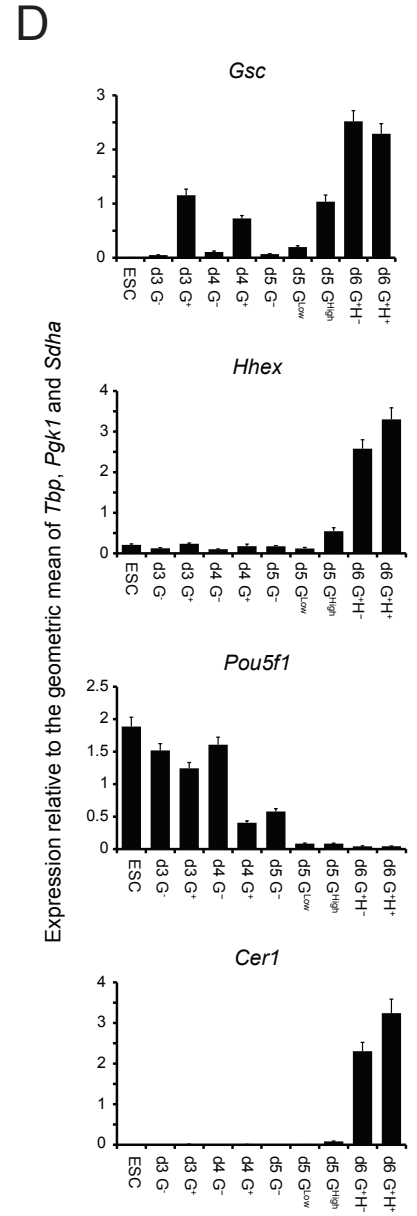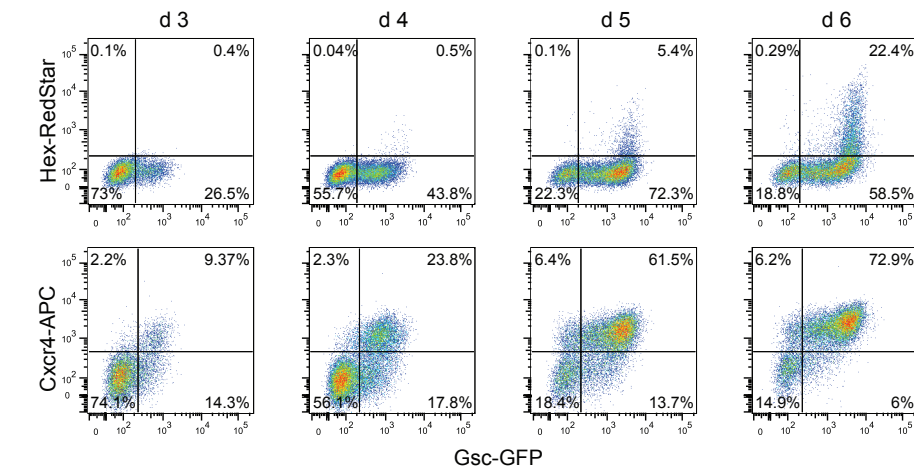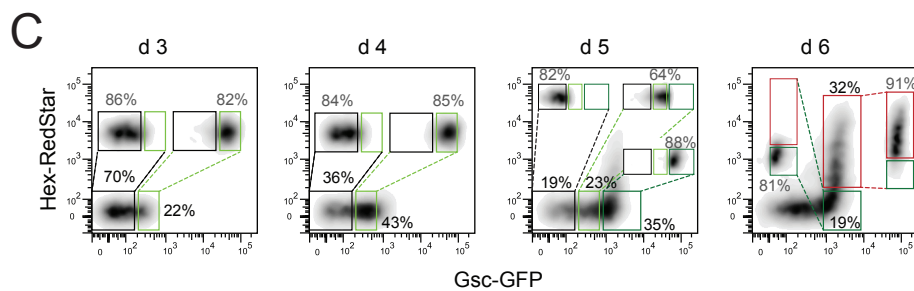

Gated Populations

1. d3 G<sup>-</sup>
2. d3 G<sup>+</sup>
3. d4 G<sup>-</sup>
4. d4 G<sup>+</sup>
5. d5 G<sup>-</sup>
6. d5 G<sup>low</sup>
7. d5 G<sup>high</sup>
8. d6 G<sup>H<sup>-</sup></sup>
9. d6 G<sup>H<sup>+</sup></sup>

# Supplementary material for: PRC2 promotes canalisation during endodermal differentiation
**Source:** PLoS Genet. 2025 Jan 30;21(1):e1011584. doi: 10.1371/journal.pgen.1011584

Up In ES\_EPZ  
n=130

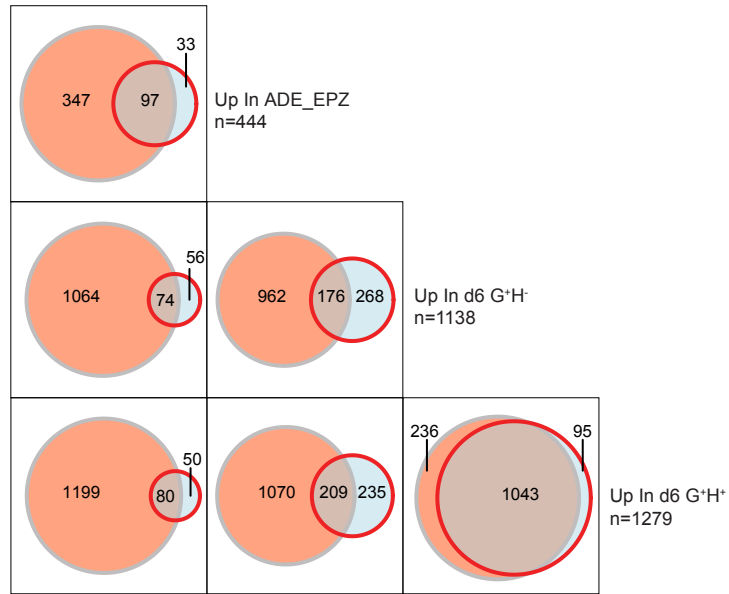

Down In ES\_EPZ  
n=32

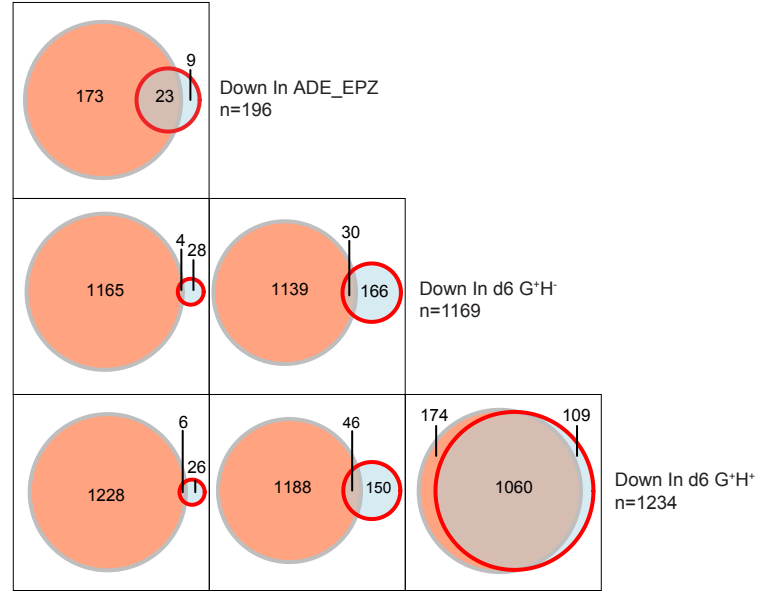

C

| Rank | Term                                      | GO ID      |
|------|-------------------------------------------|------------|
| 1    | developmental process                     | GO:0032502 |
| 2    | anatomical structure development          | GO:0048856 |
| 3    | multicellular organism development        | GO:0007275 |
| 4    | animal organ development                  | GO:0048513 |
| 5    | anatomical structure morphogenesis        | GO:0009653 |
| 6    | system development                        | GO:0048731 |
| 7    | biological regulation                     | GO:0065007 |
| 8    | nervous system development                | GO:0007399 |
| 9    | cell differentiation                      | GO:0030154 |
| 10   | multicellular organismal process          | GO:0032501 |
| 11   | cellular developmental process            | GO:0048869 |
| 12   | nitric oxide mediated signal transduction | GO:0007263 |
| 13   | neuron differentiation                    | GO:0030182 |
| 14   | embryonic placenta development            | GO:0001892 |
| 15   | negative regulation of cellular process   | GO:0048523 |
| 16   | cell development                          | GO:0048468 |
| 17   | epithelial cell development               | GO:0002064 |
| 18   | embryonic organ development               | GO:0048568 |
| 19   | generation of neurons                     | GO:0048699 |
| 20   | cell morphogenesis                        | GO:0000902 |

D

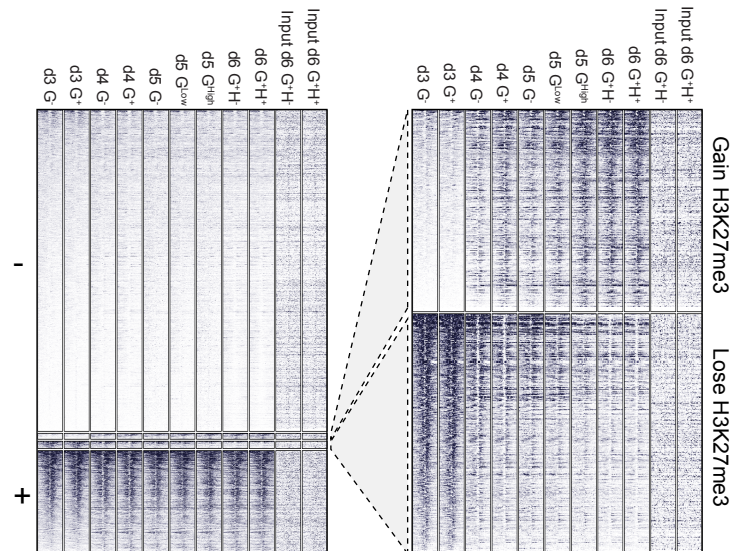

**Supplement:** S8 Fig — A & B) Venn diagram comparing the overlap between differentially expressed gene (DEG) sets. Overlap for up and down-regulated DEGs are shown for; ADE d6 G+H+ vs ESCs, ADE d6 G+H- vs ESCs, ES_EPZ treated ADE d6 vs control treated ADE d6, and ADE_EPZ treated ADE d6 vs control treated ADE d6. C) The top 20 significantly enriched biological processes terms from a GProfiler GO analysis performed on the genes set that were upregulated upon EPZ treatment but not in ADE d6 vs ESCs (all displayed results have an adjusted p.value < 0.05). D) Heatmap of H3K27me3 ChIP-seq signal at TSSs (+/- 5 kb) subdivided into genes with no/low H3K27me3 levels (‘-’), gain H3K27me3 levels, lose H3K27me3 levels or consistent positive H3K27me3 levels (‘+’) throughout the ADE differentiation for the indicated samples.

How the deposited data were processed for this re-analysis (not part of the article)

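RNA of mESCs, d2 cells, the sorted G-, G+, Glow and Ghigh populations of d3 to d5, the sorted G+H- and G+H+ populations of d6, and d6 cultures of the Control, ADE_EPZ and ES_EPZ regimens was measured on 42 Agilent one-colour arrays, 3 for each of 14 groups. The authors deposited a file from the scanner software for each array, with median foreground and background intensity and quality marks per spot, and 1 table of log2 intensity after normexp background correction with an offset of 10 and quantile normalisation. Group and replicate number came from the deposited labels. The labels of the EPZ6438 series name no sort. Replicates 1 and 2 of the untreated groups filled 3 slides and replicate 3 filled 2 others. The EPZ6438 series filled 3 further slides, each with 1 array of every regimen.

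Each array holds 62976 spots, 59305 of them not controls, for 55681 unique probes, of which 432 are printed more than 1 time. Median foreground was used because the deposited files are of the compact kind that holds it. Over all arrays 7968 spots carried an outlier mark of the scanner software. Marked spots were left out of the mean of a probe's spots, and 146 probe values with no unmarked spot were left out. Background was corrected by normexp with an offset of 10, values were put on the log2 scale and quantile normalised over all arrays with limma 3.58.1 in R 4.3.3. The deposited log2 intensity had a correlation of at least 0.999989 with the recomputed values on each array. The median array had 30142.5 probes well above background by the scanner software, from 25887 to 40398 in the untreated series and from 24459 to 34789 in the EPZ6438 series, and 0 probe values were saturated. A probe near background gives a change that is too small, and where no array of a group, or only some, were above background this is said, with the fold as a lower bound where it was computed against the dimmest probes above background. This bound does not allow for the error of the estimate. Genes are RefSeq accessions in the annotation of the scanner files: 28066 probes carry 22201 accessions and 27615 probes carry none. Symbols came from a table of RefSeq genes of assembly GRCm38.p6 used for names only, which held 21850 of the accessions.

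A linear model with 1 mean per group was fitted with limma over all 42 arrays, with moderated standard errors. P values were adjusted by the Benjamini-Hochberg method over all probes of a comparison, and a gene was called with at least 1 probe at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1.5. All p values of single genes are limma adjusted p values, since permutation of 3 arrays against 3 gives no p under 0.1. At d5 the mean of Glow and Ghigh was compared with G-. The change between d3 and d4 of the G+ to G- difference was tested as an interaction. Where several probes stand for a gene, values are those of the probe with the largest mean over all arrays, unless another is named. The genes named are those the paper names at the claim and, for each direction, the 3 with the largest change among the called genes that changed the same way in every pair of arrays. The changes of a few genes that this rule selects, or that belong to a marker list, are not reported here, although the genes are included in every count and test. Genes named as members of a marker list or of an overlap are further examples, which were chosen after their values were seen.

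Populations were clustered on Euclidean distances between means with complete linkage and divided into 4 groups. Genes called in any comparison were clustered on correlation scores with complete linkage into 8 clusters. Marker lists were tested by Fisher's exact test with symbols as units, and by limma's camera and fry tests, with statmod 1.5.0 for the slide correlation. Of the S2 Table lists 10 were held whole and used. Its list of cell cycle inhibitors was not used here.

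The alternatives were a normexp offset of 50, no background correction, scaling by the 75th percentile of the processed signal or of the corrected median signal in place of quantile normalisation, quantile normalisation within each series, the deposited log2 table, only probes well above background, averaging spots after background correction, a fit to 1 series or to the compared groups only, slide as a fixed or a random block, replicate number as a block, symbols in place of accessions, 1 probe per gene, other references for the EPZ6438 changes, other linkages and distances, other tests of the lists, and leaving out each array in turn.

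The procedure was tested on simulated data. With 200 of 22201 genes raised by 2.5 on the log2 scale in 3 arrays per group, 199 were called for ADE_EPZ against Control and for d3 G+ against G-, with 0 unchanged genes called, and 197 for d6 G+H+ against ESCs, with 1 unchanged gene called. A list of 30 genes raised by 0.5 was found by camera and fry, and 0 of 10 unchanged lists passed.

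The 4sU-seq, ChIP-seq, dREG, NPC, qRT-PCR and blot data were not analysed here. Of the flow cytometry, only the shares of the sorted fractions given by the paper were used, for the expected effect of a changed mix of cells and of the share of double-positive cells. Functional annotation with an outside database of terms was not used here. Supplementary tables held only in part served for a comparison of single values and for no overlap or enrichment.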

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

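Among the tests of this part, those of the 10 splits and the comparisons of the EPZ6438 regimens with Control were planned, and the tests of slides for the difference between regimens, of the share of double-positive cells, of signal near background and of slides for the probes without a RefSeq accession were chosen after the results were seen.

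The effect of EPZ6438 differed between the regimens for 30 genes, which drew attention as a difference between groups in a direct comparison of ADE_EPZ with ES_EPZ. In ADE_EPZ 27 of them were higher and 3 lower. Of the 27 genes, 23 were also called higher in ADE_EPZ against Control and 0 in ES_EPZ against Control (limma, where 5004 probes of RefSeq genes had an unadjusted p under 0.05). No other of the 10 splits of the 6 arrays gave as many genes (1 of 10, the real one included), which with 3 arrays against 3 cannot exclude chance. A shift of whole slides is argued against as the whole cause by the layout, since each slide held 1 array of every regimen. With slide as a block 40 genes were called, which tests nothing further, since the block cannot remove a difference between regimens. A smaller share of double-positive cells in ADE_EPZ, which the paper's flow cytometry gives as 17.1% against 25.5% in ES_EPZ, would lower genes that rise from G+H- to G+H+ cells, whereas 22 of the 27 genes rise in that direction, with a median log2 change of 0.28. The duration and the stage of the exposure differ between the regimens by design and remain open as biological explanations, which were not tested apart. The number of lower genes was 14 without ES_EPZ replicate 3, 1 without ADE_EPZ replicate 1 and 0 without ES_EPZ replicate 1.

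The text of the paper gives counts of genes and none for probes without a RefSeq accession, although its methods tested all unique probes, and its supplementary tables were not searched for them here. Of 27615 such probes, 818 were called in d6 G+H+ cells against ESCs, 327 higher and 491 lower, or 2.96% against 10.1% of the probes with an accession. By their names, 468 lie in genomic regions, 139 stand for GenBank sequences, 94 for Ensembl transcripts, 34 for predicted RefSeq transcripts and 83 for others. Well above background on every array of the brighter group were 99.9% of the called probes and 99.7% of the called probes with an accession, which the size of change needed for a call brings about, so that signal near background is left open. Slides are argued against as the whole cause, since 809 probes were called with slide as a block. Whether a probe reports a transcript of its own or the extension or antisense strand of a known gene was not tested. Differentiation remains open as the biological explanation, as for the genes with accessions.

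Under EPZ6438, 84 probes without an accession were called in ADE_EPZ against Control, 64 higher and 20 lower, and 26 in ES_EPZ against Control, 22 higher and 4 lower. These are 0.304% and 0.0942% of the probes, against 2.38% and 0.349% of the probes with an accession. All of the called probes (100%) were well above background on every array of the brighter group in both comparisons, which again leaves signal near background open. With slide as a block, 88 and 32 were called, which tests nothing about slides, since the block cannot remove a difference between regimens. A shift of whole slides is argued against as the whole cause by the layout, since each slide held every regimen. The number in ES_EPZ ranged from 12 without ES_EPZ replicate 3 to 43 without ES_EPZ replicate 2, so that it depends on single arrays. The loss of repression by PRC2 is a biological explanation given by the design, and it was not tested at these probes.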

How the results depend on the processing

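The alternatives were chosen before the data were examined, and all of them were run. Where a value changed, the cause was not tested unless named. Of 813 values of 54 counts under the alternatives, 702 stayed within 1.5 times the reported count and 111 did not. Of the 1194 values of 92 changes of named genes, 1099 kept their side of the threshold, 95 changed sides and 0 changed direction while called. The called genes of ADE_EPZ against Control stayed between 292 and 610 higher and between 131 and 244 lower.

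With a normexp offset of 50, which lowers changes of dim probes by its construction, the genes higher than in ESCs numbered 55 at d2, 155 in d3 G- and 209 in d4 G- cells. The genes lower in G+ than in G- cells numbered 148 at d3 and 189 at d4, and 158 and 207 at an adjusted p of 0.05. At d5 the numbers were 69 higher and 144 lower, and on all 3 days alike 26 and 48. ADE_EPZ against ES_EPZ gave 14 and 1, the lower genes shared by ADE_EPZ and d6 G+H+ numbered 24, and those shared by ES_EPZ and d6 G+H- numbered 2. Called probes without an accession numbered 460 in d6 G+H+, 38 in ADE_EPZ and 17 in ES_EPZ. Without background correction ADE_EPZ against ES_EPZ gave 17 and 1, ES_EPZ shared 2 lower genes with d6 G+H-, and 49 probes without an accession were called in ADE_EPZ.

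With the processed signal scaled by its 75th percentile, the genes higher than in ESCs numbered 139 at d2, 373 in d3 G- and 510 in d4 G- cells, and the genes lower in G+ cells at an adjusted p of 0.05 numbered 431 at d3 and 629 at d4. ES_EPZ had 45 higher and 4 lower genes, 38 and 4 of them shared with ADE_EPZ, and ADE_EPZ against ES_EPZ had 1 lower gene. The overlaps of lower genes of ADE_EPZ were 56 with d6 G+H- and 85 with d6 G+H+. Those of ES_EPZ were 18 higher and 0 lower with d6 G+H-, and 20 and 1 with d6 G+H+. Probes without an accession numbered 1548, 153 and 11. With the corrected median signal scaled in this way, ES_EPZ had 37 higher and 4 lower genes, 33 and 3 shared with ADE_EPZ, 22 and 0 shared with d6 G+H-, and 22 and 1 with d6 G+H+. ADE_EPZ against ES_EPZ gave 11 and 0 by limma (2493 probes with an unadjusted p under 0.05), and probes without an accession numbered 53 in ADE_EPZ and 8 in ES_EPZ. Quantile normalisation within each series gave 1 lower gene in ADE_EPZ against ES_EPZ. The deposited log2 table gave 2 lower genes shared by ES_EPZ and d6 G+H-. With only probes well above background, ES_EPZ shared 3 lower genes with d6 G+H- and 4 with d6 G+H+.

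Fits to fewer arrays estimate the spread from fewer residual degrees of freedom. With only the compared groups, 164 genes were lower in d3 G- and 253 higher in d5 G- cells than in ESCs, 138 were lower in G+ cells at d3, 31 were higher and 103 lower at d5, and 7 and 19 on all 3 days alike. ES_EPZ had 0 higher and 0 lower genes by limma, with 5211 probes at an unadjusted p under 0.05, hence 0 in each of its overlaps and 0 probes without an accession, and ADE_EPZ against ES_EPZ gave 6 and 1. With only the arrays of that series, ES_EPZ had 7 higher and 2 lower genes, of which 5 and 1 were shared with ADE_EPZ, 5 and 0 with d6 G+H-, and 5 and 0 with d6 G+H+ (5527 probes at an unadjusted p under 0.05). ADE_EPZ against ES_EPZ then had 1 lower gene, and 3 probes without an accession were called in ES_EPZ.

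With slide as a random block, at a consensus correlation of 0.21, ES_EPZ had 131 higher and 30 lower genes, among them the 93 called without the block. Of these 97 and 23 were shared with ADE_EPZ, 78 and 4 with d6 G+H-, and 85 and 5 with d6 G+H+, and ADE_EPZ against ES_EPZ had 5 lower genes. With slide as a fixed block, ES_EPZ had 24 lower genes, 20 shared with ADE_EPZ, 3 with d6 G+H- and 4 with d6 G+H+, and ADE_EPZ against ES_EPZ had 5 lower genes.

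Whether equal replicate numbers pair arrays was examined from deviations from the group means. Arrays of the same number had correlations from -0.07 to 0.68 (median 0.23) in the untreated series, against a median of 0.04 for any pair, and from -0.07 to 0.3 (median 0.15) in the EPZ6438 series. With replicate number as a block, ES_EPZ had 23 lower genes, 16 shared with ADE_EPZ, 2 with d6 G+H- and 4 with d6 G+H+.

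With Control against ESCs in place of the sorted d6 population, the overlaps of ADE_EPZ were 65 higher and 2 lower genes and those of ES_EPZ 14 and 0, a comparison that holds the Control arrays on both sides and crosses batches. With d6 G+H+ against G+H- as reference, the correlation was 0.46 for ADE_EPZ and 0.37 for ES_EPZ, with median changes of 0.5 and 0.64. With Control against d5 Ghigh it was reversed, -0.23 and -0.22, with median changes of 0.04 and 0.28. In that reference the Control arrays enter with the opposite sign, which lowers the correlation by construction. Centred probes with arrays as observations put 35.1% and 17.2% of the variance on the first components. Average linkage on 1 minus correlation gave 3 gene clusters with an enriched list. By fry, 4 lists were higher and 1 lower in ADE_EPZ, and 2 higher and 0 lower in ES_EPZ. By camera, 0 were lower in ADE_EPZ, 2 were higher in ES_EPZ and 0 lower. The Hox list in ADE_EPZ against ES_EPZ had an adjusted p of 0.57 by camera with an estimated correlation.

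Leaving out 1 array at a time left 394 of 453 counts within 1.5 times. The lowest and highest values of the counts that moved farther were 109 and 207 higher and 170 and 385 lower genes for d4 G+ against G-, both lowest without d4 G+ replicate 1, and 227 and 454 lower at an adjusted p of 0.05. For d5 they were 79 and 196 higher and 164 and 394 lower genes, with the highest values without d5 G- replicate 1, and on all 3 days alike 24 and 70 higher and 54 and 117 lower. ES_EPZ had 10 to 180 higher and 2 to 37 lower genes, lowest without ES_EPZ replicate 3 and highest without ES_EPZ replicate 2. Its overlap with ADE_EPZ ranged from 9 to 119 and from 1 to 29, with d6 G+H- from 6 to 87 and from 0 to 10, and with d6 G+H+ from 6 to 97 and from 0 to 13. Probes without an accession in ES_EPZ ranged from 12 to 43, and the lower genes of ADE_EPZ against ES_EPZ from 0 to 14. The 4 groups of populations held 10 to 11 of the 11. Of 582 values of named genes 521 kept their side of the threshold and 0 changed direction while called.

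Signal over background limits the changes of dim genes, such as Mapk10, Nrn1 and Pantr1, whose calls in ADE_EPZ were lost with a normexp offset of 50 (log2 fold changes of 0.91, 1.27 and 0.9) and whose Control arrays were not all above background. Without ADE_EPZ replicate 1 Mapk10 (1.44) and Pantr1 (1.49) were not called either.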

Differences from the paper's values

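The paper gives 130 genes higher and 32 lower in ES_EPZ (text, S8 Fig), and the values here were 80 and 13. Of 15 alternatives set before the data were examined, those within 1.5 times the paper's number of higher genes were only probes well above background (108), slide as a fixed block (100), slide as a random block (131) and replicate number as a block (98). For the lower genes they were slide as a fixed block (24), slide as a random block (30) and replicate number as a block (23). The other alternatives did not close these gaps. Of the fits with 1 array left out, which gave 10 to 180 higher and 2 to 37 lower genes, 1 of 6 came within 1.5 times the paper's value in each direction.

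For genes changed in both regimens, the paper shows about 97 higher and about 23 lower in S8 Fig, read by eye, and the values here were 61 and 9. The same 4 alternatives gave 83, 77, 97 and 75 higher genes. For the lower genes, slide as a fixed block gave 20, slide as a random block 23 and replicate number as a block 16. The other alternatives did not close these gaps.

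For the higher genes of ES_EPZ shared with the d6 populations, the paper shows about 74 with G+H- and about 80 with G+H+ in S8 Fig, read by eye, and the values here were 48 and 50. Within 1.5 times of the paper's values were only probes well above background (65 and 69), slide as a fixed block (59 and 63), slide as a random block (78 and 85), replicate number as a block (60 and 62) and, for G+H- alone, the deposited log2 table (50). For the lower genes, the paper shows about 4 and about 6, and the values here were 1 and 2. Within 1.5 times were only probes well above background (3 and 4), slide as a fixed block (3 and 4), slide as a random block (4 and 5) and, for G+H+ alone, replicate number as a block (4). The other alternatives did not close these gaps.

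The paper states that Dppa5a was upregulated in ADE_EPZ. Here its log2 fold change was 1.54 with a limma adjusted p of 0.0137, higher in 9 of 9 pairs of arrays, and it was not called. With only probes well above background (0.00681) and with slide as a random block (0.00804) it was called. Its adjusted p ranged from 0.00681 to 0.037 over the alternatives, and it was 0.115 without Control replicate 2. Fig 6E marks the Pluripotency list as enriched among the upregulated genes. Here 2 of 23 genes of the Pluripotency (ICM) list were called higher in ADE_EPZ and Fisher's exact test gave an adjusted p of 0.377. The list had an adjusted p of 0.0447 by camera and 0.00685 by fry, 2 tests set before the data were examined, and 0.315 by camera with an estimated correlation.

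Among the genes marked in Fig 6J as upregulated in ADE_EPZ, Sema3c had a log2 fold change of 1.32 with a limma adjusted p of 0.0436 and was called under no alternative (adjusted p from 0.021 to 0.137). Igfbp5 had 2.87 with a limma adjusted p of 0.0101, which ranged from 0.000202 to 0.0311 over the alternatives. Both rose in 9 of 9 pairs of arrays. It was called with a normexp offset of 50, without background correction, with only probes well above background, with only the arrays of that series, with only the compared groups, with slide as a fixed or a random block, and with replicate number as a block. Zic1, which the paper describes as upregulated, was called on its other probe (1.61, limma adjusted p = 0.00847) and changed by -0.26 on its brightest probe.

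The paper describes 7 of its 8 gene clusters as enriched for a marker list. Here 6 of 8 were enriched, 6 with k-means and 3 with average linkage on 1 minus correlation. The paper describes the d3 and d4 G+ populations as closer to each other than the d3 and d4 G- populations. On the first components the distances were 0.0821 and 0.0847, in that direction, and over all probes they were 61.6 and 59.9, in the other, where the ratio per replicate number ranged from 0.92 to 1.27.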

Other observations

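Among the tests of this part, the tests of splits, of slides for each regimen against Control and for the populations, of the normalisation for the Hox genes and of a changed mix of cells were planned, while the count of genes past their range by more than 2 standard errors, its test over all genes and the splits of the d6 populations were chosen after the results were seen.

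For each of the 10 populations against ESCs, for G+ against G- at d3 and at d4, and for ADE_EPZ and ES_EPZ against Control, only the real one of the 10 splits of the 6 arrays gave as many called genes (1 of 10 in each). With 3 arrays against 3 the splits alone cannot exclude chance, since their share is never under 0.1. The other splits gave at most 7 genes. For d5 Glow and Ghigh against G-, 1 of 84 splits gave as many genes, the real one included. This argues against chance without excluding it, since another split gave 230 genes. For the change between d3 and d4 of the G+ to G- difference, limma called 0 genes (928 probes of RefSeq genes with an unadjusted p under 0.05), and a count of 0 is reached by any split, so that the 100 of 100 splits drawn decide nothing about chance. Another split gave 681.

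The d6 G+H+ and G+H- populations did not differ at any gene by limma (0 genes, 1581 probes with an unadjusted p under 0.05). A count of 0 is reached by any split, so that the 10 of 10 splits decide nothing about chance. Another split gave 2 genes.

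Replicate 3 of the untreated groups was hybridised on slides of its own. With slide as a block, 3910 genes were called among the populations, against 3830, which argues against slides as the cause of these calls as a whole. In the EPZ6438 series 619 genes were called in ADE_EPZ and 124 in ES_EPZ with slide as a block, against 604 and 93. These counts test nothing about slides, since the block cannot remove a difference between regimens. There a shift of whole slides is argued against as the whole cause by the layout, since each slide held every regimen.

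A changed mix of the measured populations in the treated cultures would move a gene by no more than its range over the 11 untreated populations. Of 420 genes higher in ADE_EPZ on their brightest probe, 91 rose past that range (21.7%), 26 of them by more than 2 standard errors. These genes were selected for a large change, so that their number cannot be set against error alone. Over all 22201 genes, with none selected, 0 rose past the range at an adjusted p of 0.05 by a one-sided t test on the limma estimates (lowest adjusted p = 0.0976, 81 genes with an unadjusted p under 0.05). For the 26 genes and for the other 394 a changed mix and a change within cells cannot be told apart, since no rise past the range of the populations passed without the selection. The same holds for the genes higher in ES_EPZ, where 7 of 79 rose past the range and 0 by more than 2 standard errors. Of the lower genes, 24 of 168 in ADE_EPZ and 3 of 11 in ES_EPZ fell past the range, 7 and 3 of them by more than 2 standard errors. Over all genes 0 fell past it at an adjusted p of 0.05 in either regimen by the same test (85 and 27 with an unadjusted p under 0.05), and 0 rose past it in ES_EPZ (6). With the shares of the 4 sorted fractions from the paper's flow cytometry, the expected median rise of the called genes was 0.3 in ADE_EPZ and 0.51 in ES_EPZ against observed medians of 1.88 and 1.95. The largest expected rise of any gene was 0.73 in ADE_EPZ and 0.94 in ES_EPZ, and 0 genes were expected past 1.5 in either direction. The called changes were thus larger than this mix gives. Across genes, expected and observed changes had correlations of 0.55 and 0.61, which go with a part for the mix. The expectation rests on profiles assumed from other arrays and excludes nothing by itself.

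The 39 Hox genes had a median log2 change of 0.24 in ADE_EPZ, with 27 rising, and of -0.33 in ES_EPZ, with 8 rising. Relative to the median of all RefSeq probes, which scaling by the 75th percentile moved to -0.1 and -0.12 in ADE_EPZ, the change was positive in ADE_EPZ (0.15 to 0.59) and negative in ES_EPZ (-0.15 to -0.51) under every setting run. Of 10000 random lists of like intensity, 35 had a median at or above that of the Hox genes in ADE_EPZ. This argues against a shift of all probes by the normalisation. In ES_EPZ the Hox genes lay at the other end, and 10000 of the 10000 lists had a median at or above theirs. Hoxc4 (log2 fold change 2.6, limma adjusted p = 0.000776) and Hoxc13 (limma adjusted p = 4.59e-06) were called higher in ADE_EPZ and no other Hox gene was called. Hoxc13 was above background on 0 Control arrays and on all 3 of ADE_EPZ, so that the size of its change is not well determined. In ADE_EPZ the list did not pass by camera (adjusted p = 0.176), with an estimated correlation (0.764) or by fry (0.459). Nor did it pass as lower in ES_EPZ by camera (adjusted p = 0.191), with an estimated correlation (0.904) or by fry (0.684). In ADE_EPZ against ES_EPZ it passed by camera (adjusted p = 4.23e-05, median 0.39) and did not with an estimated correlation (0.57) or by fry (0.358), so that a rise of the family as a whole may be an effect of correlation between its genes.

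Among the genes lower in ADE_EPZ, the Mesoderm list had 5 of 21 genes (Cdh11, Kdr, Meox1, Mixl1 and Msx2; Fisher's exact test, adjusted p = 1.57e-05), and the Ecto-Mesoderm, Mesendoderm and Trophoblast lists had 2 each (adjusted p = 0.029). By camera the medians of the Mesoderm (-0.27), Mesendoderm (-0.34) and Ecto-Mesoderm (-0.1) lists had adjusted p values of 0.1, 0.509 and 0.672. By fry Mesoderm passed as lower (0.0215) and the other 2 did not (0.0689 and 0.299). The Ectoderm and Endoderm lists had medians of 0.29 and 0.25 and did not pass by camera (adjusted p = 0.73 and 0.176). Endoderm passed by fry (0.00549). The transcripts of Ezh2, Eed, Suz12 and Ezh1 changed by -0.41, -0.44, -0.14 and -0.27 in ADE_EPZ and were not called.

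Of S1 Table 870 entries were held. The log2 means differed from those here by a median of 0.0614 and by at most 4.01. In 442 cases the call was made in both, in 12 only here and in 14 only in S1 Table. Of S5 Table 993 entries were held, and the changes had correlations of 0.9988 for ADE_EPZ and 0.9808 for ES_EPZ with those here. The ADE_EPZ calls were 21 in both, 0 only here and 0 only in S5 Table. Those of ES_EPZ were 2 in both, 0 only here and 4 only in S5 Table.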
